# RBBP4 is an epigenetic barrier for the induced transition of pluripotent stem cells into totipotent 2C-like cells

**DOI:** 10.1093/nar/gkad219

**Published:** 2023-04-06

**Authors:** Wangfang Ping, Yingliang Sheng, Gongcheng Hu, Hongxin Zhong, Yaoyi Li, YanJiang Liu, Wei Luo, Chenghong Yan, Yulin Wen, Xinxiu Wang, Qing Li, Rong Guo, Jie Zhang, Ake Liu, Guangjin Pan, Hongjie Yao

## Abstract

Cellular totipotency is critical for whole-organism generation, yet how totipotency is established remains poorly illustrated. Abundant transposable elements (TEs) are activated in totipotent cells, which is critical for embryonic totipotency. Here, we show that the histone chaperone RBBP4, but not its homolog RBBP7, is indispensable for maintaining the identity of mouse embryonic stem cells (mESCs). Auxin-induced degradation of RBBP4, but not RBBP7, reprograms mESCs to the totipotent 2C-like cells. Also, loss of RBBP4 enhances transition from mESCs to trophoblast cells. Mechanistically, RBBP4 binds to the endogenous retroviruses (ERVs) and functions as an upstream regulator by recruiting G9a to deposit H3K9me2 on ERVL elements, and recruiting KAP1 to deposit H3K9me3 on ERV1/ERVK elements, respectively. Moreover, RBBP4 facilitates the maintenance of nucleosome occupancy at the ERVK and ERVL sites within heterochromatin regions through the chromatin remodeler CHD4. RBBP4 depletion leads to the loss of the heterochromatin marks and activation of TEs and 2C genes. Together, our findings illustrate that RBBP4 is required for heterochromatin assembly and is a critical barrier for inducing cell fate transition from pluripotency to totipotency.

## INTRODUCTION

In mice, zygotes and 2-cell (2C) blastomeres have the capacity to develop into all embryonic and extraembryonic cell types, exhibiting a totipotent state (1,2). The totipotency gradually decreases as development proceeds. The first lineage segregation occurs at the eight-cell stage, which separates the inner cell mass (ICM) from the trophectoderm (TrE) (3,4). Then second lineage segregation occurs at the blastocyst stage, when the ICM is divided into epiblast (EPI) and primitive endoderm (PE) (5). The EPI, PE and TrE are the precursors of the embryo proper, yolk sac and placenta, respectively (6,7). In contrast, lineage restriction has not been formed in human blastocysts (8–10). Human naïve pluripotent stem cells share properties with pre-implantation blastocysts and have been reported to have the potential to differentiate into both embryonic and extraembryonic trophoblast lineages (10–16). Pluripotent mESCs are isolated from the ICM (17,18) and contribute to all three germ layers of embryos but rarely to TrE-derived lineages (4,19). Overexpression of the transcription factor (TF) genes of the TrE (such as *Cdx2*, *Elf5* and *Eomes*) could lead to the direct conversion of mESCs into TrE-like cells (20–24), but lineage transition remains insufficient. In fact, the first cell lineage segregation during development is so refractory that even naïve mESCs cannot fully overcome it (25,26). Therefore, capturing totipotent cells is vital for giving rise to both ICM- and TrE-derived lineages.

A rare subset of cells that resembles 2C stage embryos (known as 2C-like cells, 2CLCs) has been identified among cultured mESCs, and several TF genes (such as *Dux*, *Zscan4* and *Nelfa*) have been found to facilitate the generation of 2CLCs from mESCs (27–31). Extended or expanded pluripotent stem cells (EPSCs) were reported to be another type of cells with both embryonic and extraembryonic developmental potential (32,33). However, a recent study has brought into question whether EPSCs have the ability to differentiate into the trophoblast lineages (4). Several laboratories have established various types of totipotent-like stem cells by combining different chemical molecules (34–37), yet the totipotency of these cells remains to be validated. Moreover, currently, the epigenetic barrier in regulating the transition from pluripotency to totipotency remains unclear.

Histone chaperones can modulate chromatin structure and function in a context-dependent manner (38). RBBP4 and RBBP7 are highly homologous H3/H4 histone chaperones (sharing 89% homology in amino acid sequence) in mice and humans (39,40). Moreover, RBBP4 and RBBP7 are components of various epigenetic complexes involved in histone modifications and chromatin remodeling such as polycomb repressive complex 2 (PRC2) (41), nucleosome remodeling and deacetylase (NuRD) complex (42) and nucleosome remodeling factor (NURF) complex (43). Nevertheless, whether RBBP4 and RBBP7 exert similar functions is still controversial (44–48). In addition, RBBP4 belongs to the chromatin assembly factor-1 (CAF-1) complex, which also contains the CHAF1A and CHAF1B subunits, and loss of *Chaf1a/Chaf1b* could promote totipotency (49). Therefore, we wondered whether RBBP4 and RBBP7 also participate in regulating cell fate transition from pluripotency to totipotency.

Here, we report that the histone chaperone RBBP4, but not RBBP7, is necessary for maintaining the identity of mESCs. Acute degradation of RBBP4 in mESCs activates the 2C transcriptional program including transposable elements (TEs) and 2C genes, and enhances trophoblast formation. Remarkably, RBBP4 is co-enriched at all three classes of ERVs (ERV1, ERVK and ERVL) with either H3K9me2 or H3K9me3. Intriguingly, RBBP4 could simultaneously recruit G9a and KAP1 to deposit H3K9me2 and H3K9me3 on the TEs, respectively. Moreover, RBBP4 increases nucleosome density at TE sites, and RBBP4 depletion reduces chromatin binding of both H3K9me2 and H3K9me3, and reprograms the pluripotent stem cells toward 2C-like totipotent cells.

## MATERIALS AND METHODS

### Cell culture

The 46C mESCs were cultured on 0.1% gelatin-coated plates with the mESCs medium containing high-glucose Dulbecco's modified Eagle's medium (DMEM, HyClone, SH30249.01), 15% fetal bovine serum (FBS; Gibco, 10082147), 1× GlutaMAX (Gibco, 35050061), 1× non-essential amino acids (Gibco, 11140050), 1× sodium pyruvate (Gibco, 11360070), 0.1 mM 2-mercaptoethanol (Gibco, 21985023), 3 μM Chir99021 (Selleck, S2924), 1 μM PD0325901 (Selleck, S1036) and 1000 U/ml leukemia inhibitory factor (LIF). HEK293T cells (ATCC, CRL-1126) were maintained in high-glucose DMEM supplemented with 10% FBS (Natocor, SFBE). All cell lines were cultured under 5% CO_2_ at 37°C. RBBP4 or RBBP7 degradation was induced by treating mESCs with a final concentration of 500 μM indole-3-acetic acid (IAA; Sigma, I5148).

### Generation of *Rbbp4*-auxin-induced degron (*Rbbp4*-AID) or *Rbbp7*-AID stable mESCs

We used the clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR-associated 9 (Cas9) system to construct the gene-edited cell lines. To construct the *Rbbp4* or *Rbbp7* donor plasmid, a DNA fragment containing the stop site (∼1 kb), which was amplified by polymerase chain reaction (PCR) from the genomic DNA of 46C mESCs, was cloned into a pEASY-Blunt plasmid (TransGen Biotech, CB101). After creating a restriction enzyme BamHI site by inverse PCR, a DNA fragment containing the AID–mCherry tag linked to a SV40 promoter-driven neomycin/kanamycin resistance gene (AID–mCherry-NeoR) was cloned into the donor plasmid. The AID–mCherry-NeoR backbone was cut from the PTJ58 vector by BamHI. The specific guide RNA (gRNA) targeting the 3′-end sequences of the mouse *Rbbp4* or *Rbbp7* gene were designed and inserted into a pX330 plasmid (Addgene, 42230), respectively. The single guide RNA (sgRNA) oligos are available in Supplementary Table S1.

The parental mESCs expressing an *OsTIR1* were established by co-transfection of the plasmids pEN396 (Addgene, 92142) and pX330-EN1201 (Addgene, 92144) expressing a gRNA targeting the *Tigre* locus using FuGENE6 Transfection Reagent (Promega, E2691) following the manufacturer's instructions. Clones were selected with 1 μg/ml puromycin for 3 days. After validation of the *OsTIR1* expression cassette integration into the *Tiger* locus, the donor plasmids and their corresponding sgRNA targeting *Rbbp4* or *Rbbp7* were co-transfected into the parental cell lines. The transfected cells were selected with 200 μg/ml G418 for 5 days. Colonies were manually picked up and were further validated by PCR for homozygous insertion of the sequences encoding AID–mCherry.

### Plasmid construction and lentivirus production

For overexpression, *Rbbp4* and *Rbbp7* cDNAs were cloned into the pSin-Flag-Avitag vector with a puromycin resistance gene. For *Rbbp4* knockdown, the shRNA oligos targeting *Rbbp4* were inserted into the lentiviral vector pLKO.1. All sequences of the plasmids were validated by Sanger sequencing before using for further experiments. For lentivirus generation, HEK293T cells were plated, cultured overnight and then co-transfected with pSin or pLKO.1 vector containing target genes together with the packaging plasmids psPAX2 and pMD2.G by using polyethyleneimine (PEI; Polysciences, 24765–2). The culture medium was changed after 12 h. The viral supernatants were collected 48 h post-transfection. After filtration through a 0.45 μm filter, the supernatants were used to infect mESCs. The sequences of shRNA oligos used in this study are listed in Supplementary Table S2.

### Generation of *in vivo* biotinylated mESCs

The 46C mESCs were infected with lenti-birAV5 lentivirus and selected with 5 μg/ml blasticidin for 4 days. Then BirAV5-overexpressing cells were infected with pSin-FLAG-Avitag, pSin-Flag-Avitag-*Rbbp4* and pSin-Flag-Avitag-*Rbbp7* lentivirus, respectively. Thereafter, the cells were selected with 2 μg/ml puromycin for 3 days. Finally, *in vivo* biotinylation of RBBP4 and RBBP7 was detected with anti-Biotin antibody (Cell Signaling Technology, 7075).

### Trophoblast derivation from mESCs

Cell culture plates were pre-coated with 0.3% gelatin. *Cdx2*-tdTomato mESCs were trypsinized and then resuspended in trophoblast stem cell (TSC) medium containing RPMI1640 (Gibco, 11875093), 20% FBS, 1× GlutaMAX, 1× sodium pyruvate, 1× penicillin–streptomycin, 0.1 mM 2-mercaptoethanol, 2 ng/ml transforming growth factor-β1 (TGFβ1; Sino Biological, 10804-HNAC), 25 ng/ml fibroblast growth factor 4 (FGF4; Stem Cell, 78103) and 1 μg/ml heparin (Stem Cell, 07980). Then cells were replated at a density of 1000–5000 cells per well in 12-well plates and cultured in TSC medium. The culture medium was changed daily.

### Western blots

The cells were lysed in RIPA lysis buffer [150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 0.1% sodium dodecylsulfate (SDS), 50 mM Tris–HCl (pH 7.4), 1% sodium deoxycholate, 1 mM phenylmethylsulfonyl fluoride (PMSF), 1× protease inhibitor cocktail and 1 mM dithiothreitol (DTT)] on ice for 30 min and the supernatants were obtained by centrifuging at 12000 rpm at 4°C for 10 min. The boiled proteins were separated by SDS–polyacrylamide gel electrophoresis (SDS–PAGE) and transferred onto polyvinyldifluoridene (PVDF) membranes. The membranes were incubated with primary antibodies at room temperature (RT) for 2 h or at 4°C overnight after blocking with 5% milk. The membranes were washed with phosphate-buffered saline (PBS) containing 0.1% Tween-20 and then incubated with secondary antibodies conjugated to horseradish peroxidase (HRP) at RT for 1 h. ECL solution was added and the signals were detected using a MiniChemi™ Chemiluminescence Imaging System (Beijing Sage Creation). The primary antibodies used herein are as follows: RBBP4 (Abcam, ab79416), RBBP7 (Abcam, ab259957), KAP1 (Abcam, ab22553), CHD4 (Abcam, ab70469), G9a (Cell Signaling Technology, 3306), HP1α (Cell Signaling Technology, 2616), β-Actin (Sigma, A2228) and glyceraldehyde phosphate dehydrogenase (GAPDH; KangChen Bio-tech, KC-5G5).

### Cell viability assay

Approximately 5000 cells were plated per well of 96-well plates. The next day, the cells were cultured in 100 μl of mES culture medium with or without IAA (this time point was recorded as day 0). The cell viability was detected at the indicated time points by using Cell Counting Kit-8 (CCK8, Beyotime, C0037) according to the manufacturer's instructions. In brief, 10 μl of CCK8 solution was added to each well and incubated for 1.5 h, and the absorbance at 450 nm was measured using a spectrophotometer.

### Apoptosis assay

Apoptosis assays were performed using the Annexin V-FITC Apoptosis Detection Kit (Beyotime, C1062) according to the manufacturer's instructions. In brief, 30000 cells were plated per well of 6-well plates and treated with 500 μM IAA or PBS for 24 h before collection. The supernatants of the culture medium were collected. The adherent cells were washed once with PBS, digested with trypsin without EDTA and collected together with the supernatants. The cells were centrifuged and washed once with PBS. The cells were resuspended in 100 μl of 1× Annexin V binding buffer. Then 5 μl of Annexin V–fluorescein isothiocyanate (FITC) was added to the cell suspension and incubated in the dark at RT for 10 min. Subsequently, 400 μl of 1× Annexin V binding buffer was added to each sample and the fluorescence intensity was detected using an LSRFortessa flow cytometer (BD Biosciences) within 1 h.

### Cell cycle analysis

A total of 40000 cells were plated per well of 6-well plates and treated with IAA for 24 h before collection. The cells were washed and then fixed with pre-cooled 75% ethanol overnight at 4°C. The cells were washed once with PBS, resuspended with 100 μl of PBS containing 0.25 μg of 4′,6-diamidino-2-phenylindole (DAPI; Beyotime, C1002) and incubated in the dark at RT for 15 min. Finally, 500 μl of PBS was added to each sample after washing and the fluorescence intensity was detected using an LSRFortessa flow cytometer (BD Biosciences).

### Alkaline phosphatase (AP) staining

AP staining was performed following the protocol of the BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime, C3206). In brief, the cells were fixed with 4% paraformaldehyde (PFA) solution for 5 min and gently washed, followed by staining with BCIP/NBT solution in the dark at RT for 30 min.

### Biotin immunoprecipitation

Flag-Avitag- or Flag-Avitag-*Rbbp4*-overexpressing 46C mESCs were collected and lysed with cell lysis buffer [50 mM Tris–HCl (pH 7.9), 150 mM NaCl, 1% NP-40, 1 mM PMSF, 1× protease inhibitors, 1 mM DTT]. The supernatants were obtained by centrifugation at 12000 rpm at 4°C for 10 min and 1 mg of proteins were used for immunoprecipitation. A 15 μl aliquot of M280 Streptavidin Dynabeads (Invitrogen, 11205D) was added to the samples and incubated overnight at 4°C with gentle rotation. Beads were washed four times using 1 ml of cell lysis buffer at 4°C for 10 min each time. Immunoprecipitated proteins were visualized by western blots.

### RNA extraction and RT–qPCR analysis

To extract the total RNAs, the cells were lysed with TRIzol reagent (MRC, TR118), followed by addition of 1/5 volume of chloroform. After centrifugation at 12000 rpm at 4°C for 10 min, the total RNAs in the supernatants were precipitated with isopropanol. cDNAs were synthesized with HiScript^®^ III RT SuperMix for quantitative PCR (Vazyme, R323). Quantitative reverse transciption–PCR (RT–qPCR) was performed using SYBR Green mix (Genstar, A301) on the CFX96 system (Bio-Rad). Gene expression levels were normalized to *Gapdh*. The primers used in the RT–qPCR assays are listed in Supplementary Table S3.

### Immunofluorescent staining

Cells were fixed with 4% PFA at RT for 10 min, permeabilized with 0.5% Triton X-100 at RT for 10 min and blocked with 3% bovine serum albumin (BSA) at RT for 1 h. Samples were then incubated with primary antibody overnight at 4°C and subsequently with secondary antibody. A final concentration of 1 μg/ml DAPI (Beyotime, C1002) was used to stain nuclei. Fluorescence images were captured with a ZEISS Axio Observer 7. The EOMES antibody (Abcam, ab183991) used in this study was diluted 1:500.

### Bulk RNA-seq

The total RNAs were extracted as described above. RNA sequencing libraries were constructed by using a VAHTS mRNA-seq V3 Library Prep Kit (Vazyme, NR611) according to the manufacturer's instructions. In brief, mRNA capture beads were used to capture poly(A)-enriched RNAs from 1.5 μg of total RNAs and then the RNAs were fragmented at 85°C for 6 min. Next, the first-strand and second-strand cDNAs were synthesized. The cDNAs were purified with AMPure XP beads (Beckman Coulter, A63881), followed by end repair, adaptor-ligation, size selection and library amplification. Finally, the libraries were purified using AMPure XP beads and then sequenced on a NovaSeq 6000 sequencer.

### Single-cell RNA sequencing (scRNA-seq)

scRNA-seq libraries were prepared by using a DNBelab C Series Single-Cell Library Prep set (MGI, 940–000047-00). In brief, the dissociated cell suspensions were converted to barcoded scRNA-seq libraries through droplet encapsulation, emulsion breakage, mRNA captured bead collection, reverse transcription, cDNA amplification and purification. The libraries were sequenced on a DNBSEQ-T7 sequencer.

### Cleavage under targets and tagmentation (CUT&Tag)

CUT&Tag assays were performed as described previously with some modifications (50). Briefly, 1 × 10^5^ cells were washed twice with wash buffer [20 mM HEPES (pH 7.5), 150 mM NaCl, 0.5 mM spermidine and 1× protease inhibitors] by gentle pipetting. A 10 μl aliquot of concanavalin A-coated magnetic beads (Bangs Laboratories, BP531) was activated and added per sample and incubated at RT for 10 min. The supernatants were removed and bead-bound cells were resuspended in 100 μl of wash buffer containing 0.01% digitonin and 2 mM EDTA. The H3K9me2 antibody (Cell Signaling Technology, 4658) was added and incubated overnight at 4°C on a rotator. The beads were washed and resuspended in 300-wash buffer containing 300 mM NaCl with pG-Tn5 (Vazyme, S602) at RT for 1 h. The beads were washed and tagmentation was performed in 300-wash buffer supplemented with 10 mM MgCl_2_ at 37°C for 1 h. To stop the tagmentation reaction, 2.25 μl of 0.5 M EDTA, 2.75 μl of 10% SDS and 5 μl of proteinase K (20 mg/ml) were added and further incubated at 55°C for 2 h. Then the genomic DNAs were extracted by phenol–chloroform and subjected to PCR amplification using NEBNext High-Fidelity 2× PCR Master Mix (NEB, M0541S) for 13 cycles. The libraries were size-selected with 1.2× AMpure XP beads (Beckman Coulter, A63881) and sequenced on a NovaSeq 6000 sequencer.

### Cleavage under targets and release using nuclease (CUT&RUN)

CUT&RUN assays were performed as described previously with some modifications (51). Briefly, 1 × 10^5^ cells were harvested, washed and bound to activated concanavalin A-coated magnetic beads as for CUT&Tag. The bead-bound cells were incubated with primary antibody in 100 μl containing 0.01% digitonin wash buffer [20 mM HEPES (pH 7.5), 150 mM NaCl, 0.5 mM spermidine and 1× protease inhibitors] on a rotator at 4°C overnight. The primary antibodies used herein are as follows: H3K9me3 (Abcam, ab8898), KAP1 (Abcam, ab109545), CHD4 (Abcam, ab70469) and G9a (Cell Signaling Technology, 3306). After two washes, the beads were resuspended in 100 μl of wash buffer containing pAG-MNase and incubated at 4°C for 1 h. After two washes in wash buffer and one wash in low-salt rinse buffer [20 mM HEPES (pH 7.5), 0.5 mM spermidine and 1× protease inhibitors], the tubes were chilled to 0°C and the beads were resuspended in 100 μl of ice-cold calcium incubation buffer [20 mM HEPES (pH 7.5), 2 mM CaCl_2_]. The tubes were kept on ice 30 min, followed by immediate addition of STOP buffer [170 mM NaCl, 20 mM EDTA]. The beads were incubated at 37°C for 30 min and the liquid was removed to a fresh tube on a magnet stand. Then SDS and proteinase K were added and incubated at 55°C for 2 h. The genomic DNAs were extracted by phenol–chloroform and the sequencing libraries were prepared through VAHTS Universal DNA Library Prep Kit (Vazyme, ND607), and sequenced on a NovaSeq 6000 sequencer.

### Micrococcal nuclease sequencing (MNase-seq)

MNase-seq was performed as described previously with some modifications (52,53). In brief, 1 × 10^6^ cells were harvested, washed in ice-cold PBS and resuspended in 1 ml of ice-cold lysis buffer [10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.5% IGEPAL CA-630, 1× complete protease inhibitor cocktail] and rotated at 4°C for 15 min. Nuclei were then pelleted at 300 *g* at 4°C for 10 min and washed in 1 ml of digestion buffer [10 mM Tris–HCl (pH 7.4), 15 mM NaCl, 60 mM KCl]. MNase digestion was carried out in 100 μl of digestion buffer containing 2 mM CaCl_2_ and 2500 gel units of MNase (NEB, M0247S) with shaking at 37°C for 5 min. The reaction was stopped using an equal volume of stop buffer (digestion buffer containing 20 mM EDTA, 2 mM EGTA) before RNase A and proteinase K treatment. The gDNAs were extracted by phenol–chloroform. Purified DNAs were loaded on a 1.5% agarose gel to determine digestion efficiency. The mononucleosome–DNAs were purified by AMPure XP beads (Beckman Coulter, A63881). The sequencing libraries were prepared from 10 ng of purified mononucleosome–DNAs using the VAHTS^®^ Universal DNA Library Prep Kit (Vazyme, ND607) with 10 cycles of PCR, and sequenced on a NovaSeq 6000 sequencer.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

Biotin ChIP-seq was performed as described (54). In brief, mESCs stably expressed Biotin–RBBP4 or Biotin–RBBP7 were cross-linked with 1% formaldehyde. The cross-linked cells were resuspended in SDS lysis buffer [1% SDS, 50 mM Tris–HCl (pH 8.0), 10 mM EDTA], sonicated and diluted 10-fold with ChIP dilution buffer [0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl (pH 8.0), 167 mM NaCl], and then incubated with M280 Streptavidin Dynabeads (Invitrogen, 11205D) at 4°C overnight. Streptavidin Dynabeads-bound DNAs were subsequently washed once with wash buffer 1 (2% SDS), once with wash buffer 2 [50 mM HEPES (pH 7.5), 1 mM EDTA, 500 mM NaCl, 0.1% sodium deoxycholate, 1% Triton X-100], once with wash buffer 3 [10 mM Tris–HCl (pH 8.0), 1 mM EDTA, 250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate] and then twice with TE wash buffer [10 mM Tris–HCl (pH 8.0), 1 mM EDTA]. ChIPed DNAs were reverse-cross-linked and purified. The sequencing libraries were prepared through the VAHTS Universal DNA Library Prep Kit (Vazyme, ND607) and sequenced on a NovaSeq 6000 sequencer.

### Bulk RNA-seq analysis

To analyze the expression of genes and TEs, RNA-seq raw reads were trimmed using Trim_galore (v0.6.7) and aligned to the mouse genome (mm10 and Gencode gene annotation vM25) using STAR (v2.7.0d) (55) and RSEM (v1.3.3) (56); the counts for each gene or TE were calculated using TEtranscripts (57). The DESeq2 package (58) was used for differential expression analysis. Differentially expressed genes and TEs were defined by a Benjamini–Hochberg-corrected *P* <0.01 and an absolute fold change (FC) >2 (for genes) or an absolute FC >1.5 (for TEs).

For principal component analysis (PCA) (Supplementary Figure S6C), the alignment and quantification processes were conducted as described above. Batch effects were removed using ComBat with the sva package (59). Gene set enrichment analysis was performed using GSEA software (v4.1.0) (60).

### Data analysis of ChIP-seq, CUT&RUN and CUT&Tag

Raw reads were trimmed using Trim_galore (v0.6.7) and mapped to the mouse genome (mm10) using Bowtie2 (v2.2.5) (61). For TE analysis, the multimapped reads were retained, but only the best alignment of these reads was reported; in the case of multiple equivalent best alignments, only one random alignment is reported. Low mapping quality reads were filtered using SAMtools (62) with the options ‘-F 1804 -f 2 -q 30’, and potential PCR duplicates were removed by Sambamba (v0.7.1) (63). SAMtools was used to merge BAM files of biological replicates. Bigwig files were generated by DeepTools (v3.5.1) (64) with the parameter ‘-normalizeUsing RPGC -binSize 1’ and visualized in the Integrated Genomics Viewer (IGV) browser (65).

RBBP4, RBBP7, G9a and KAP1 peaks were called by MACS2 (v2.2.7.1) (66) with the parameters ‘-nomodel -p 0.01’. For peak calling of broad histone modifications, MACS2 was applied with the parameters ‘-broad -q 0.01’ for H3K9me2 and with the parameters ‘-nolambda -broad -q 0.01’ for H3K9me3. RBBP4 peaks were filtered for fold enrichment >2. Peaks were annotated using Homer (67). The Jaccard statistic representing the ratio of the intersection of two sets to the union of the two sets was calculated using bedtools (v2.30.0) (68). Differential peaks between distinct treatments were identified by the Diffbind pipeline and peaks with high confidence were chosen according to the thresholds of a *P* <0.05 and an absolute FC >1.5.

For analysis of TEs, repeat element annotations (RepeatMasker) were downloaded from the UCSC genome browser database (mm10). TEs shorter than 300 bp or those TEs with <50 copies were removed from the analysis. RBBP4 enrichment on TEs was calculated by dividing the observed value by the input and was expressed as the log_2_(fold enrichment). Heatmaps and pile ups were generated using DeepTools (v3.5.1).

### MNase-seq analysis

Raw reads were trimmed by Trim_galore (v0.6.7) and mapped to the mouse genome (mm10) using Bowtie2. DANPOS3 (69) was used to count the length distributions of fragments and to analyze nucleosome position and occupancy with the default parameters. For visualization, the output files were used to create a profile with R. In addition, the meta profiles and boxplot (Figure 5D) (e.g. around RBBP4-binding sites) were normalized for library size and other technical differences by dividing each profile by its median and then multiplying it by the median over all profile medians in the same plot (70).

Nucleosome-free regions were evaluated as previously described with some modifications (71). Regions spanning 1 kb upstream and downstream of the center of the curated RBBP4 peaks were divided into 25 bp bins. The curated genomic locations were ordered by ascending rank according to the tag counts from the central 200 bp. Sites were considered to be nucleosome depleted if the tag counts of their central 200 bp were smaller than that of the average 200 bp.

### Single-cell RNA-seq analysis

Smart-Seq2 read files were mapped to the mouse genome (mm10 and Gencode gene annotation vM25) using STAR (v2.7.0d) (55) and RSEM (v1.3.3) (56). Cells with >500 expressed genes and a Pearson's correlation >60% between cells were included for the following analysis.

The analysis of DNBeLab C4 scRNA-seq data followed: https://github.com/MGI-tech-bioinformatics/DNBelab_C_Series_HT_scRNA-analysis-software. Cells with <200 expressed genes detected or >10% of mitochondrial reads were filtered out.

Analysis of the filtered data was conducted in R (v4.2.2) using the Seurat suite (v4.1.1) (72). The integration of our DNBelab C4 data with published Smart-seq2 datasets was performed using Seurat's canonical correlation analysis (CCA) integration tool. For integration, the 2000 most variable genes were identified by ‘FindVariableFeatures’ with the following parameters: selection.method = ‘vst’, nfeatures = 2000. Integration anchors were identified based on these genes using the CCA integration tool with 30 dimensions as implemented in the ‘FindIntegrationAnchors’ function. The data were then integrated using ‘IntegrateData’ and scaled again using ‘SCT’. PCA with 40 principal components was performed by ‘RunPCA’, and uniform manifold approximation and projection (UMAP) coordinates were computed using the first 26 principal components. Merged datasets were clustered using Seurat's shared nearest-neighbor algorithm implemented with the ‘FindClusters’ function.

### Quantification and statistical analysis

Data are presented as mean values ± standard deviaition (SD) unless otherwise indicated in the figure legends. Sample numbers and experimental repeats are indicated in the figure legends. Statistical significance was determined by Student's *t*-test analysis (two-tailed) for two groups, unless otherwise indicated. Differences in means were considered statistically significant at *P* <0.05. Significance levels were: *P <0.05; **P <0.01; and ***P <0.001.

## RESULTS

### RBBP4, but not RBBP7, is indispensable for maintaining the identity of mESCs

To identify the similarities and differences in the chromatin binding and transcriptional regulation of RBBP4 and RBBP7, we attempted to perform ChIP-seq for RBBP4 and RBBP7 by using commercial antibodies. Unfortunately, these commercial anti-RBBP4 and anti-RBBP7 antibodies did not work properly for ChIP experiments. Therefore, we generated Biotin-tagged *Rbbp4* and *Rbbp*7 mESC lines (Supplementary Figure S1A), respectively, and performed Biotin-RBBP4 and Biotin-RBBP7 ChIP-seq experiments. Our data indicated that most of the binding sites for RBBP4 and RBBP7 were compatible (Figure 1A, B; Supplementary Figure S1B). To explore whether RBBP4 and RBBP7 are functionally redundant, we constructed an acute auxin-induced degron (AID) system to deplete either RBBP4 or RBBP7 protein in mESCs (Figure 1C). We integrated the AID–mCherry sequence at the C-terminus of the endogenous *Rbbp4* or *Rbbp7* gene locus by CRISPR/Cas9 genome editing (Supplementary Figure S1C, D) in a parental (PT) line encoding *OsTir1* (73); the resulting cell lines were referred to as *Rbbp4*-AID and *Rbbp7*-AID, respectively. The addition of IAA for 4 h successfully induced rapid depletion of the RBBP4 or RBBP7 protein (Figure 1D; Supplementary Figure S1E). RBBP4 depletion slowed the proliferation of mESCs and caused apoptosis (Supplementary Figure S1F, G). Moreover, RBBP4 depletion arrested cells at the G_1_ and S phases, demonstrating that RBBP4 is necessary for normal self-renewal of mESCs (Supplementary Figure S1H, I). Furthermore, RBBP4 depletion also resulted in a severe decrease in AP staining (Supplementary Figure S1J), leading to a differentiated phenotype and destruction of the normal mESC morphology (Supplementary Figure S1K). In contrast, RBBP7 depletion had little effect on cell proliferation, morphology and cell cycle of mESCs (Supplementary Figure S1F–K). Altogether, our data demonstrate that RBBP4 is necessary for maintaining the identity of mESCs, but that RBBP7 is dispensable.

**Figure 1.**
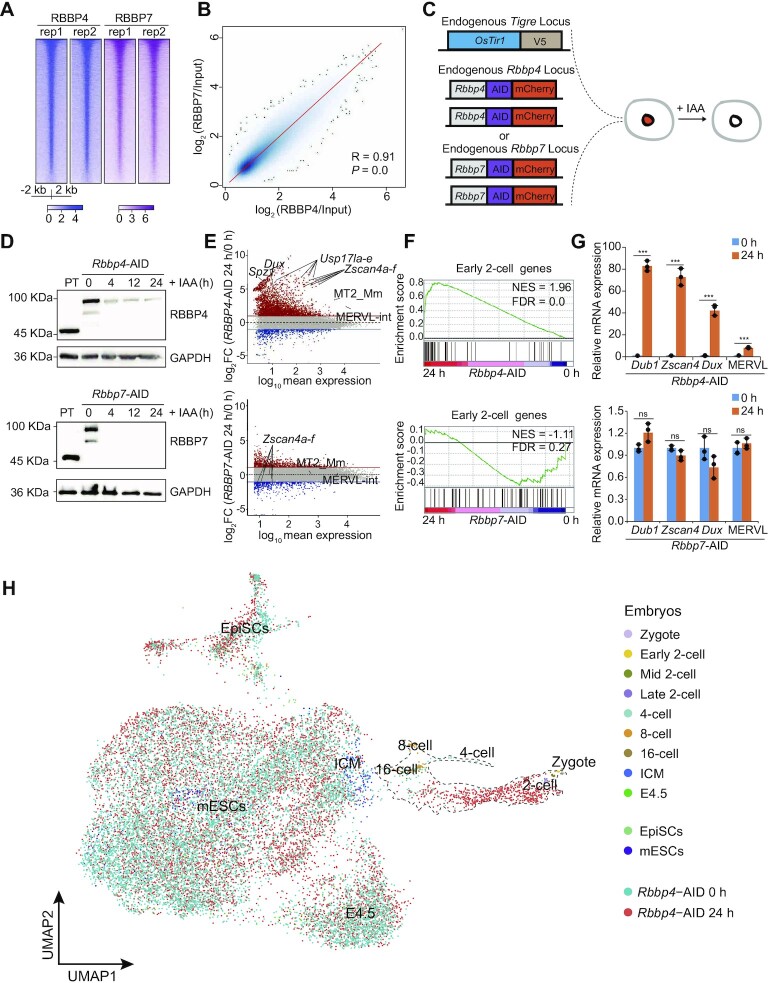
RBBP4, but not RBBP7, is indispensable for maintaining the identity of mESCs, and RBBP4 degradation activates 2C gene expression. (**A**) Heatmap of ChIP-seq signals for RBBP4 and RBBP7. (**B**) Pearson correlation of ChIP-seq signals between RBBP4 and RBBP7. (**C**) Schematic diagram of the AID system to degrade RBBP4 or RBBP7. The endogenous *Rbbp4* gene or *Rbbp7* gene was tagged with AID–mCherry in *OsTir1* knockin parental mESCs. (**D**) Western blots showing protein levels of RBBP4 and RBBP7 in cells treated with IAA at different time points. (**E**) MA plot showing the expression changes of genes and TEs after degradation of RBBP4 or RBBP7. The horizontal red and blue lines define log_2_FC >1 and < −1, respectively. (**F**) Gene set enrichment analysis (GSEA) of early-2C genes in RBBP4- or RBBP7-depleted RNA-seq data. (**G**) RT–qPCR to detect expression of 2C genes and MERVL elements following degradation of RBBP4 or RBBP7 (*n* = 3). (**H**) Comparison of our scRNA-seq data with previously published scRNA-seq data of mouse pre-implantation embryos from zygote to E4.5, naïve mESCs and EpiSCs.

### RBBP4, but not RBBP7, represses the transcriptional activity associated with the 2C-like cell program

To examine the effect of RBBP4 or RBBP7 on gene expression, we performed RNA-seq experiments after acute depletion of either RBBP4 or RBBP7, and PCA indicated high reproducibility between two biological replicates (Supplementary Figure S1L). 

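Bulk RNA-seq libraries were prepared from 2 mESC lines, Rbbp4-AID and Rbbp7-AID, in which the endogenous protein carries an auxin-induced degron and is degraded after indole-3-acetic acid (IAA) is added to the medium. Each line was collected at 0, 4, 12 and 24 h of IAA treatment with 2 biological replicates, which gave 16 libraries in 8 groups. The authors trimmed the reads, aligned them to mm10 with the Gencode vM25 annotation using STAR and RSEM, and deposited 1 table of TPM (the share of a library's transcripts that a gene takes, after correction for transcript length) per library. These TPM sum to 1000000 in each library to within rounding, so they are shares of a library, and the number of reads behind a value is unknown. The files list no TEs. Between 12271 and 13770 genes had a TPM of at least 1 per library, with a median of 12530. For the comparisons, log2(TPM + 1) of the 15106 genes with a TPM of at least 1 in at least 2 libraries was fitted with limma, using 1 mean per group and all 16 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1, the thresholds that the paper gives for its DESeq2 analysis. Adding 1 to each TPM makes the fold changes of genes with low TPM smaller than ratios of the TPM themselves.

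The mRNA of the targeted genes was examined first, although the degron acts on the protein. In Rbbp4-AID mESCs, the TPM of Rbbp4 in the 2 replicates was 69.2 and 73.5 at 0 h, 37.9 and 35.0 at 4 h, 76.7 and 76.6 at 12 h, and 71.8 and 71.9 at 24 h. In Rbbp7-AID mESCs, it was 134 and 139 at 0 h, 168 and 151 at 4 h, 150.1 and 158 at 12 h, and 163 and 157 at 24 h. The TPM of Rbbp7 in Rbbp7-AID mESCs was 259 and 267 at 0 h, 301 and 292 at 4 h, 288 and 296 at 12 h, and 311 and 312 at 24 h. In Rbbp4-AID mESCs, Rbbp7 was at 396 and 427 TPM at 0 h, 267 and 282 at 4 h, 397 and 342 at 12 h, and 323 and 329 at 24 h. At 0 h, Rbbp4 mRNA was therefore lower in the Rbbp4-AID line than in the Rbbp7-AID line, with a log2 difference of -0.92 (standard error 0.065, adjusted p = 1.28e-05 from limma with Benjamini-Hochberg adjustment). Rbbp7 mRNA was higher in the Rbbp4-AID line, with a log2 difference of 0.64 (adjusted p = 1.59e-04 from the same fit). Each targeted gene was thus lower in its own tagged line before IAA.

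Across the genes tested, Pearson's r of log2(TPM + 1) between the 2 replicates of a group lay between 0.965 and 0.984 in the 8 groups, and r between libraries of different groups lay between 0.910 and 0.983. Genes are not independent replicates, so no p-value is given for these correlations. The setting that moved r most was TPM without a log, with which the lowest r within a group was 0.838. The first 3 principal components of the centred values held 33.9%, 20.5% and 8.16% of the variance. On the first component, the replicates of every group lay next to each other, with the libraries of RBBP4-depleted cells at 24 h at 63.2 and 64.7 and those of RBBP7-depleted cells at 24 h at -41.4 and -41.7.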

A large number of genes were up-regulated after RBBP4 degradation, while only a few were altered after RBBP7 degradation (Supplementary Figure S1M). Moreover, the numbers and levels of differentially expressed genes increased with the duration of IAA treatment (Supplementary Figure S1M). Additionally, we observed that very few differentially expressed genes were shared between RBBP4-depleted and RBBP7-depleted cells (Supplementary Figure S1N). These results suggest that the degradation of RBBP4 and RBBP7 led to distinct gene expression patterns, which is consistent with the different phenotypes after depletion of RBBP4 and RBBP7 (Supplementary Figure S1F–K).

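With the TPM as deposited, 1223 genes were called 4 h after RBBP4 degradation (145 higher and 1078 lower than at 0 h), 814 at 12 h (773 higher and 41 lower) and 1284 at 24 h (1113 higher and 171 lower). After RBBP7 degradation, 15 genes were called at 4 h (3 higher and 12 lower), 96 at 12 h (67 higher and 29 lower) and 478 at 24 h (396 higher and 82 lower). The median log2 fold change of all genes tested was -0.21 at 4 h and 0.16 at 12 h after RBBP4 degradation and 0.11 at 12 h and 0.13 at 24 h after RBBP7 degradation, so the split between higher and lower calls depended on how the libraries were scaled. Where each library was rescaled by its median ratio to the geometric mean library, which moved these medians to between -0.0036 and 0.028, 481 genes were called higher and 306 lower 4 h after RBBP4 degradation, 538 higher and 74 lower at 12 h, and 1163 higher and 158 lower at 24 h. With the same scaling, 24 genes were called higher and 44 lower 12 h after RBBP7 degradation, so that most calls were lower there, and 191 higher and 124 lower at 24 h. At 24 h, the setting that moved the number of calls most without changing the thresholds was a fit on only the 4 libraries compared. It gave 0 calls after either degradation, although 6150 genes after RBBP4 degradation and 6838 after RBBP7 degradation had an unadjusted p under 0.05. At 4 h after RBBP4 degradation that fit gave 720 calls, and a pseudocount of 5 gave 422.

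Egr1 (ENSMUSG00000038418.7, chromosome 18 from 34859823 to 34864984 in the GENCODE vM21 annotation of GRCm38) was among the 3 genes with the lowest log2 fold change 24 h after RBBP4 degradation. Its TPM fell from 18.3 ± 0.70 (SD, n = 2) to 0.985 ± 0.19 (SD, n = 2), a log2 fold change of -3.28 (standard error 0.12, adjusted p = 5.27e-08 from limma with Benjamini-Hochberg adjustment). In Rbbp7-AID mESCs, Egr1 was at 0.165 ± 0.049 TPM (SD, n = 2) already at 0 h. After RBBP7 degradation at 24 h, Gm49089, an unclassified gene on chromosome 15, rose from 10.6 ± 0.028 to 92.7 ± 1.03 TPM (SD, n = 2 each), the highest log2 fold change in that comparison (3.02, standard error 0.17, adjusted p = 5.69e-06). Spry4 on chromosome 18 fell from 22.9 ± 0.86 to 2.62 ± 0.25 TPM (SD, n = 2 each) in the same cells, with a log2 fold change of -2.73 (standard error 0.10, adjusted p = 4.96e-07).

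**Figure D1:**
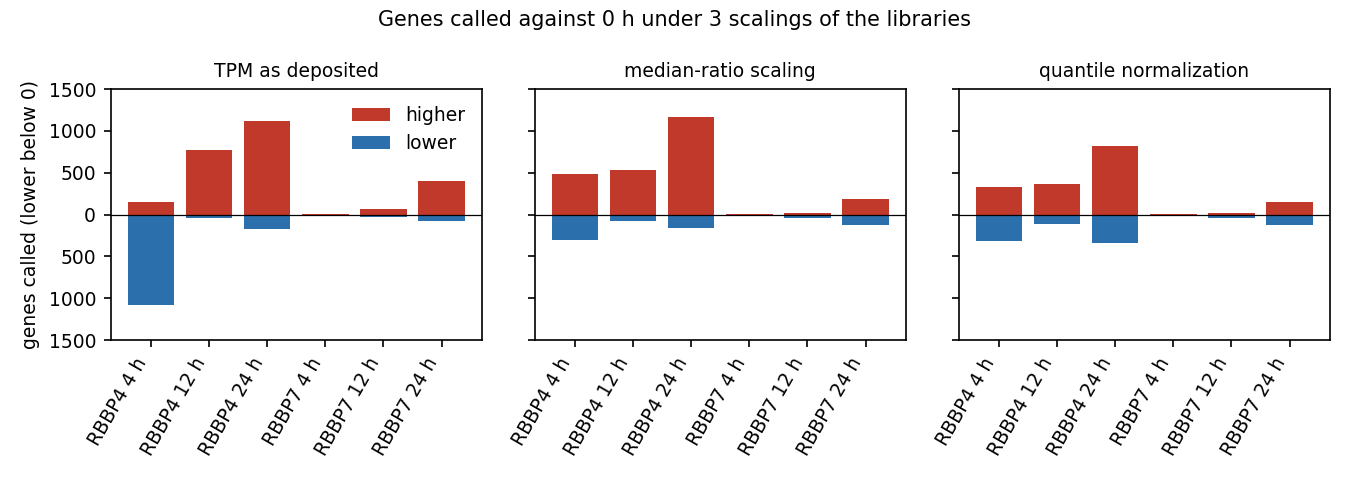
Number of genes called higher (red, above 0) and lower (blue, below 0) than at 0 h for each protein and time point, with the TPM as deposited, with median-ratio scaling and with quantile normalization. At 4 h after RBBP4 degradation the numbers higher and lower were 145 and 1078, 481 and 306, and 333 and 320, in that order.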

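The number of genes called after RBBP4 degradation did not rise at each step, since it was larger at 4 h than at 12 h, while the number called higher did. The median absolute log2 fold change of the genes called was 1.18 at 4 h, 1.31 at 12 h and 1.46 at 24 h of IAA treatment. For RBBP7 degradation these medians were 1.38, 1.16 and 1.19. They cover only genes past the fold-change threshold. With no such threshold the medians after RBBP4 degradation were 0.755 at 4 h, 0.740 at 12 h and 0.734 at 24 h, without a rise with time. Since the 3 time points share their 0 h libraries, successive time points of the Rbbp4-AID line were also compared directly. Between 4 h and 12 h, 2613 genes were called, 2492 higher and 121 lower at 12 h, with a median log2 fold change of 0.45 over all genes tested. Median-ratio scaling gave 1346 calls in that comparison, 664 higher and 682 lower. Between 12 h and 24 h, 338 genes were called, 239 higher and 99 lower, and median-ratio scaling gave 272 higher and 35 lower. Each replicate was also left out, which leaves 1 library in a group. Genes with an absolute log2 fold change over 1 after RBBP4 degradation were then counted, without a test. Their number lay between 1763 and 1994 at 4 h, 1377 and 1538 at 12 h, and 1901 and 2088 at 24 h. With all libraries it was 1692, 1288 and 1750.

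Tex101 on chromosome 7 was among the 3 genes with the highest log2 fold change at 12 h. Its TPM in Rbbp4-AID mESCs was 0.735 ± 0.47 at 0 h, 3.11 ± 0.82 at 4 h, 23.5 ± 4.7 at 12 h and 33.7 ± 1.63 at 24 h (SD, n = 2 each), with a log2 fold change of 3.83 at 12 h (standard error 0.24, adjusted p = 3.05e-06 from limma with Benjamini-Hochberg adjustment). Inhbb on chromosome 1 had the lowest log2 fold change at 12 h. Its TPM was 19.9 and 18.3 in the 2 replicates at 0 h, and 4.33 ± 0.014 at 4 h, 2.68 ± 0.13 at 12 h and 1.94 ± 0.37 at 24 h (SD, n = 2 each), with a log2 fold change of -2.45 at 12 h (standard error 0.11, adjusted p = 6.22e-07).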

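Of the genes called at 24 h, 26 were higher after both degradations, which is 6.57% of the 396 genes higher after RBBP7 degradation, and 25 were lower after both, which is 30.5% of the 82 genes lower after RBBP7 degradation. Another 10 genes were higher after RBBP4 and lower after RBBP7 degradation, and 5 were lower after RBBP4 and higher after RBBP7 degradation. The comparisons share no library in their means, but both use a variance per gene that was fitted to all 16 libraries. Chance gives 29.2 genes higher in both among the 15106 genes tested (odds ratio 0.88, p = 0.626 from a two-sided Fisher exact test) and 0.928 genes lower in both (odds ratio 44.6, p = 1.59e-29 from the same test). The odds ratio for genes higher in both moved above 1 in several other settings, and with a pseudocount of 0.1 in place of 1 it was 1.70 with 91 shared genes (Fisher exact p = 1.69e-05). For genes lower in both it lay between 2.28 and 107 in the settings tried. A separate fit for each cell line, in which no variance is shared, gave 39.7 for genes lower in both and 0.81 for genes higher in both.

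**Figure D2:**
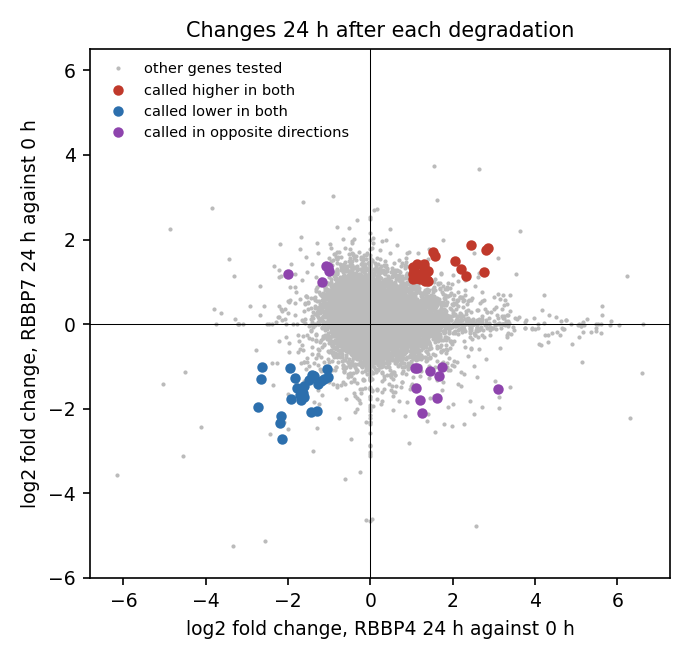
Log2 fold change of TPM + 1 at 24 h against 0 h after RBBP4 degradation (horizontal axis) and after RBBP7 degradation (vertical axis), with 1 point per gene tested. The genes called in both comparisons are coloured, 26 higher in both, 25 lower in both, and 10 and 5 in opposite directions.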

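Across the 15106 genes tested, the log2 fold changes 24 h after RBBP4 degradation and 24 h after RBBP7 degradation had a Pearson's r of -0.075 and a Spearman's rho of -0.14. Genes are not independent replicates, and no p-value is given. A test of the difference between the changes of the lines, as an interaction in the limma fit, called 2294 genes at an adjusted p under 0.01 and an absolute log2 difference over 1. In 985 of them the change was more positive after RBBP4 degradation, and in 1309 it was more positive after RBBP7 degradation. The median log2 difference of all genes was -0.10 with the TPM as deposited, and median-ratio scaling gave 1249 and 743 genes, in that order. From the differences in the numbers and identity of the genes changed, the paper proposes that the loss of each protein leads to its own gene expression pattern.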

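Zscan4 genes are a family of near-identical copies on mouse chromosome 7, so the authors' read assignment could divide reads among them, and the values of single members are uncertain. Zscan4c (ENSMUSG00000054272.6, chromosome 7 from 11005745 to 11010547) was at 2.19 ± 0.29 TPM in Rbbp4-AID mESCs at 0 h, 1.51 ± 0.68 at 4 h, 16.2 ± 2.4 at 12 h and 142 ± 2.2 at 24 h (SD, n = 2 each). Its log2 fold change was -0.37 at 4 h (standard error 0.17, adjusted p = 0.0997 from limma with Benjamini-Hochberg adjustment), 2.42 at 12 h (adjusted p = 7.82e-06) and 5.48 at 24 h (adjusted p = 2.16e-08). Zscan4d rose from 1.25 ± 0.29 TPM at 0 h to 110 ± 2.5 at 24 h (SD, n = 2 each), a log2 fold change of 5.63 (standard error 0.16, adjusted p = 8.61e-09). Zscan4f rose from 3.04 ± 0.33 to 266 ± 28.9 TPM (SD, n = 2 each), a log2 fold change of 6.05 (standard error 0.24, adjusted p = 7.26e-08). All 6 members tested were called higher at 12 h and at 24 h, with a median log2 fold change of 2.50 and 5.32. None of the 6 was called at 4 h, where their median was -0.27 against -0.21 for all genes tested.

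Dux is listed in the annotation as Duxf3 (ENSMUSG00000075046.7, chromosome 10 from 58229979 to 58232675) and belongs to a repeat array, so its value is uncertain for the same reason. It was at 0.06 and 0.06 TPM in the 2 replicates at 0 h, 0.05 and 0.04 at 4 h, 0.48 and 0.63 at 12 h, and 1.93 and 2.61 at 24 h. Its log2 fold change of TPM + 1 was 0.55 at 12 h (standard error 0.14, adjusted p = 0.014) and 1.62 at 24 h (adjusted p = 1.23e-05). The MERVL elements are not listed in the TPM files and are not analysed here.

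**Figure D3:**
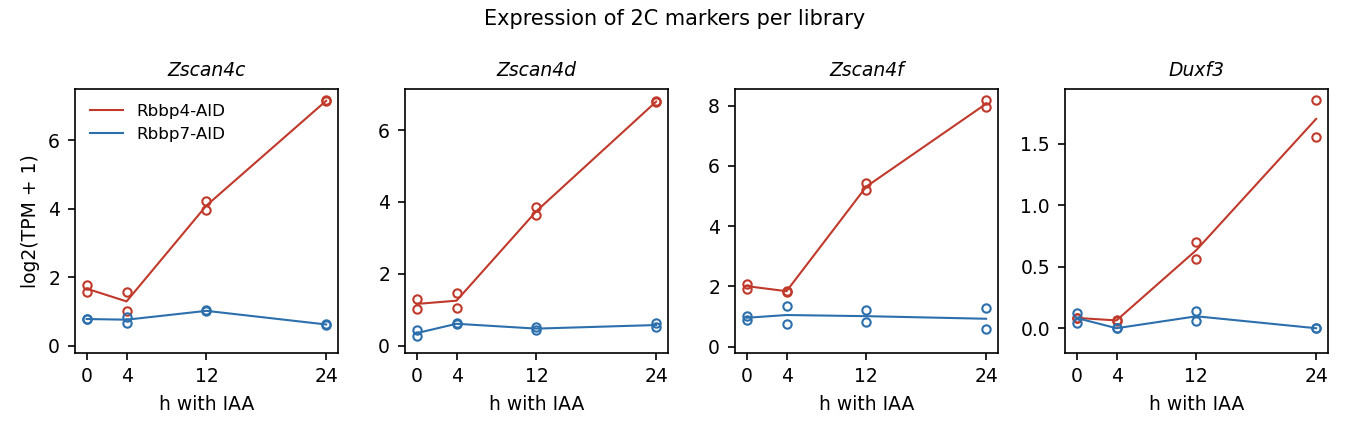
Log2(TPM + 1) of Zscan4c, Zscan4d, Zscan4f and Duxf3 against hours with IAA, with 1 open circle per library, a line through the mean of the 2 replicates, and a separate vertical scale for each gene. In Rbbp4-AID mESCs (red) Zscan4c lay at 143 and 140 TPM at 24 h, while in Rbbp7-AID mESCs (blue) it lay at 0.54 and 0.55 TPM.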

Intriguingly, we found that RBBP4 degradation significantly up-regulated the expression of *Zscan4* family members, *Dux* and the MERVL elements (including MT2_Mm and MERVL-int) (Figure 1E), which are typical 2C markers (27,28,74). 

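Table S4 of the paper lists 36 early-2C genes with their changes after RBBP4 degradation. By the title of the table, the genes were selected for a rise after RBBP4 depletion. The paper cites the table for its own RNA-seq data, and which of those libraries were used is not stated. The tests of the list in Rbbp4-AID mESCs are therefore not taken as independent evidence. Of the 36 genes, 35 passed the filter on low TPM, and Gm6763, with at most 0.02 TPM in any library, did not. After RBBP4 degradation, the median log2 fold change of the 35 genes was -0.023 at 4 h, 1.55 at 12 h and 3.34 at 24 h, against -0.21, 0.16 and 0 for all genes tested. Adjusted over the 6 comparisons with 0 h, limma's camera test of the list, with an inter-gene correlation of 0.01, gave p = 0.0109 at 4 h (14 of 35 genes above 0), 1.83e-15 at 12 h (34 of 35 genes above 0) and 6.77e-29 at 24 h (35 of 35 genes above 0). The results at 12 h and 24 h also passed with fry (adjusted p = 6.11e-12 and 1.63e-14) and with an estimated correlation (adjusted p = 4.13e-05 and 6.50e-06). The result at 4 h passed with an estimated correlation (adjusted p = 0.0246). It did not pass with fry (adjusted p = 0.127) or with median-ratio scaling (adjusted p = 0.301). Camera compares the list with the other genes, while fry compares it with no change, so these tests answer different questions. The setting that moved the median at 24 h most was the pseudocount, with a median of 5.41 for 0.1 and 1.85 for 5.

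Called genes of the list numbered 0 at 4 h, 26 at 12 h and 35 at 24 h, both over all genes tested and adjusted over the list alone, and all of them were higher. At 4 h, 8 of the 35 genes had an unadjusted p under 0.05. At 24 h the log2 fold changes lay between 1.09 for Gm13078 and 6.59 for Gm4340. The Gm4340 value rests on a 0 h group with 3.33 TPM in one replicate and a listed 0 in the other. At 0 h, 20 of the 35 genes were under 1 TPM in both replicates, and 2 were listed at 0 in both. With the Zscan4 and Usp17l families, whose members may share reads, counted as 1 gene each, the median of the resulting 26 values was 2.84 at 24 h (camera, adjusted p = 2.27e-21). Usp17la rose from 0.28 ± 0.11 to 43.5 ± 2.0 TPM (SD, n = 2 each), Gm4027 from 1.65 ± 0.14 to 95.4 ± 1.1 TPM, and Cdkn1a from 50.2 ± 2.6 to 146 ± 4.5 TPM.

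**Figure D4:**
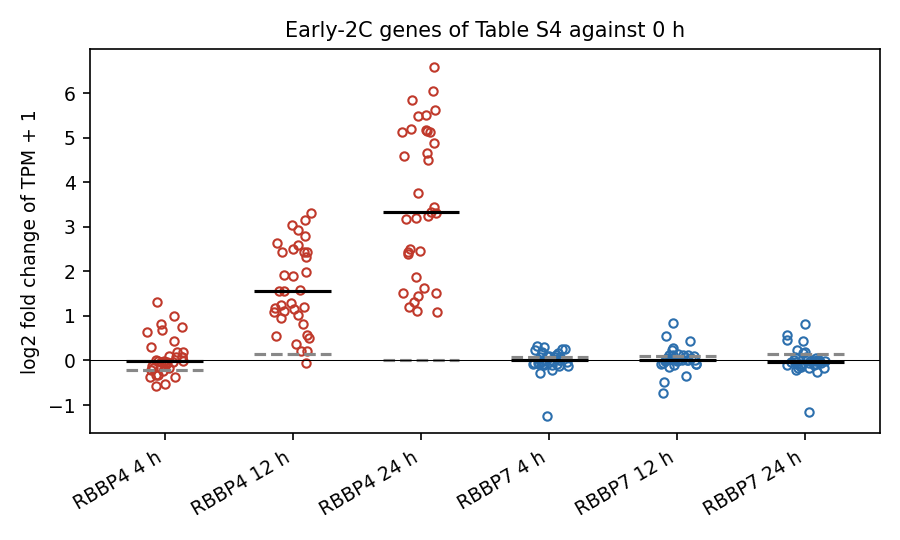
Log2 fold change of TPM + 1 against 0 h of the 35 early-2C genes tested, with 1 circle per gene, a black line at the median of the list and a dashed line at the median of all genes tested. The median of the list was 3.34 at 24 h after RBBP4 degradation and -0.032 at 24 h after RBBP7 degradation.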

Consistently, by comparing our RNA-seq data with previously published data on early-2C genes (75), we further observed that RBBP4 degradation strikingly activated the genes expressed at the 2C stage (Figure 1F; Supplementary Table S4). RT–qPCR confirmed the activation of 2C-specific genes (*Dub1*, *Zscan4* and *Dux*) and MERVL at 24 h after RBBP4 depletion (Figure 1G). Conversely, RBBP7 degradation had little effect on the expression of 2C-specific genes, as revealed by RNA-seq and RT–qPCR analyses (Figure 1E–G). 

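In Rbbp7-AID mESCs, Zscan4c, whose single value is uncertain because its copies may share reads, was at 0.725 ± 0.021 TPM at 0 h and 0.545 ± 0.0071 TPM at 24 h (SD, n = 2 each), a log2 fold change of -0.16 (standard error 0.17, adjusted p = 0.538 from limma with Benjamini-Hochberg adjustment). Duxf3 (Dux) was at 0.09 and 0.03 TPM at 0 h and is listed at 0 in both replicates at 4 h and at 24 h. Usp17la, a member of the family that includes Dub1, was at 0.05 and 0.11 TPM at 0 h and 0.04 and 0.06 TPM at 24 h. The median log2 fold change of the 35 early-2C genes tested from Table S4 was 0.00012 at 4 h, 0.014 at 12 h and -0.032 at 24 h after RBBP7 degradation, against 0.073, 0.11 and 0.13 for all genes tested. None of the 35 genes was called at any of these time points, over all genes tested or adjusted over the list alone, and 1, 2 and 3 genes had an unadjusted p under 0.05. The camera test of the list gave an adjusted p of 0.424, 0.370 and 0.150. With fry, which compares the list with no change and not with the other genes, the list passed toward higher values at 12 h (adjusted p = 0.0129, 23 of 35 genes above 0). Its median there lay under that of all genes, so this was not a rise relative to the other genes. With each library's trend with GC content and transcript length removed, an alternative chosen after seeing the data, the camera test passed toward lower values at 24 h (adjusted p = 0.00775, median -0.31, 6 of 35 genes above 0). This removal subtracts a trend fitted to all genes, also from genes near 0 TPM. At 24 h, 27 of the 35 genes were under 1 TPM in both replicates, so that pass cannot show a decrease. At 0 h, 27 of the 35 genes were under 1 TPM in both replicates, which leaves little room to detect a decrease.

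The difference between the changes of the lines at 24 h was tested itself. Its median over the 35 genes was 3.51, with 35 of 35 genes above 0. Of these, 31 passed the thresholds for a call over all genes tested and 32 adjusted over the list alone. The list was selected for a rise after RBBP4 depletion, which favours a positive difference, so this test is not independent evidence either. The smallest difference was 0.69 for Cdkn1a, which also rose after RBBP7 degradation, from 49.9 ± 1.6 to 89.0 ± 2.3 TPM (SD, n = 2 each), a log2 fold change of 0.82 (standard error 0.055, adjusted p = 1.08e-05).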

To further demonstrate the role of RBBP4 in repressing the 2C gene program, MERVL-tdTomato reporter mESCs (76) were used to deplete *Rbbp4* and *Rbbp7* by using shRNA oligos (Supplementary Figure S2A). Our data indicated that the expression of MERVL and 2C-like genes (*Zscan4* and *Dub1*) and the population of MERVL-tdTomato cells were significantly increased in the *Rbbp4*-depleted cells (Supplementary Figure S2B–D), but not in *Rbbp7*-depleted cells (Supplementary Figure S2E–G).

To further examine whether RBBP4 degradation specifically promotes the transition of mESCs to 2CLCs, but not other embryonic stage-like cells, we performed scRNA-seq by using *Rbbp4*-AID mESCs cultured with or without IAA treatment, and integrated the data with published single-cell transcriptomes of mouse early embryos (77–80). UMAP showed that a fraction of cells (7.38%, 622/8432) (named totipotent-like cells) among the RBBP4-depleted cells were clustered closer to 2C embryos, representing an ∼7-fold increase over the corresponding fraction of cells without RBBP4 degradation (1.06%, 97/9122) (Figure 1H; Supplementary Figure S3A). The correlation between these totipotent-like cells and early embryos was recalculated and showed that these cells had a strong resemblance to mid- and late-2C embryos (Supplementary Figure S3B). Consistently, these totipotent-like cells expressed totipotency genes (such as *Zscan4*, *Usp17l*, *Gm13119* and *Gm4027*) at a high level and pluripotency genes (such as *Oct4* and *Nanog*) at a low level (Supplementary Figure S3C). Collectively, our results strongly support that RBBP4, but not RBBP7, plays a vital role in regulating the stem cell fate transition from pluripotency to totipotency.

### *Rbbp4* depletion enhances trophoblast formation

Since totipotent-like cells, but not mESCs, have the capacity to develop into extraembryonic lineages, we took advantage of *Oct4*-EGFP (enhanced green fluorescent protein) and *Cdx2*-tdTomato dual fluorescent reporter (OG-CT) mESCs (81) to explore whether trophoblast could be derived from the *Rbbp4*-depleted cells in mouse TSC medium (82) (Figure 2A). As expected, *Rbbp4-*depleted OG-CT mESCs activated the expression of 2C markers (MERVL and *Zscan4*) (Supplementary Figure S4A). mESCs cultured in TSC medium gradually formed epithelial-like cells. The differentiated cells derived by loss of *Rbbp4* were mostly multilayered and formed cellular aggregates, while the differentiated control mESCs exhibited a flat layered cellular structure (Figure 2B). We next analyzed the expression of pluripotency and trophoblast genes and observed that the expression of pluripotency genes (including *Oct4*, *Nanog*, *Sall4* and *Tdgf1*) was decreased in all differentiated cells (Supplementary Figure S4B) and the expression of trophoblast genes (including *Cdx2*, *Gata3*, *Elf5*, *Esx1* and *Ascl2* (22,24,83–85)) was dramatically increased only in *Rbbp4*-depleted cells but not in control cells (Figure 2C). Consistent with these findings, the expression of OCT4–EGFP was rarely observed in all differentiated cells, but the robust expression of CDX2–tdTomato and EOMES was observed only in *Rbbp4*-depleted cells (Figure 2D, E). Flow cytometry analysis showed that the proportion of *Cdx2*-positive cells produced by *Rbbp4-*depleted mESCs was increased by >4.5 times compared with that of the control cells (Figure 2F; Supplementary Figure S4C). Our results suggested that *Rbbp4* depletion enhanced cell fate conversion from mESCs to trophoblast lineages.

**Figure 2.**
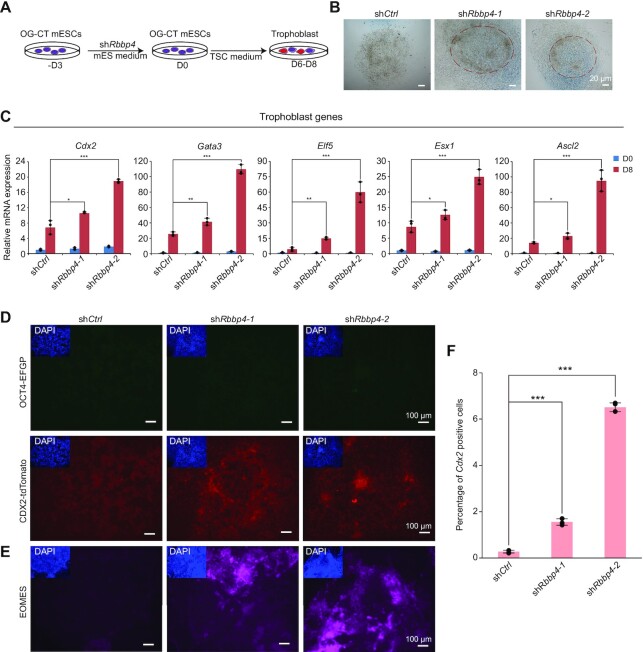
*Rbbp4* depletion enhances trophoblast formation. (**A**) Schematic diagram showing the conversion from OG-CT mESCs to trophoblasts. (**B**) Phase contrast on D8 of control and *Rbbp4*-depleted cells. Scale bar, 20 μm. (**C**) RT–qPCR to detect the expression levels of the trophoblast marker genes. (**D**) EGFP (OCT4) and tdTomato (CDX2) expression on D6 after inducing the transition from OG-CT mESCs to trophoblasts. Scale bar, 100 μm. (**E**) Immunostaining of EOMES on D6 after inducing the transition from OG-CT mESCs to trophoblasts. Scale bar, 100 μm. (**F**) Statistical analysis of the *Cdx2*-tdTomato positive ratios. Data shown in (C) and (F) represent the average of three independent experiments.

### RBBP4 regulates the expression of ERVs

To investigate how RBBP4 negatively regulates totipotency, we focused on the chromatin distribution of RBBP4 binding and observed that RBBP4 was mostly enriched at TEs (46.7%) and a small percentage at promoters (14%) (Figure 3A). Intriguingly, we found that RBBP4 depletion up-regulated 69 TE families (Supplementary Table S5), ∼58% (40/69) of which were directly bound by RBBP4 (Figure 3B); but only 7.5% (15/199) of up-regulated 2C genes were directly bound by RBBP4 (Supplementary Figure S5A). TEs, especially ERVs, are abundantly activated during zygote genome activation (ZGA), which is critical for embryonic totipotency, and can function as *cis*-regulatory elements to regulate expression of their neighboring genes (86,87). Interestingly, we found that RBBP4 peaks were mostly enriched at ERVs and long interspersed nuclear elements (LINEs) (Supplementary Figure S5B, C). Furthermore, among these RBBP4-bound TEs, ERVs, such as MERVL (ERVL), RLTR10-int (ERVK) and RLTR6B_Mm (ERV1), tended to exhibit much more increased expression after RBBP4 depletion (Supplementary Figure S5D, E). Notably, RBBP4-bound MERVL elements were most highly expressed after RBBP4 degradation (Figure 3C). Moreover, we observed that the transcription start sites (TSSs) of the up-regulated genes were in closer proximity to the RBBP4-bound TEs than to other TEs (Figure 3D). Additionally, the distances between the strongly up-regulated early-2C genes [log_2_FC >5, false discovery rate (FDR) <0.01] and RBBP4-bound TEs were <1 kb (Supplementary Figure S5F), suggesting that RBBP4 might control the expression of these 2C genes by regulating TEs.

**Figure 3.**
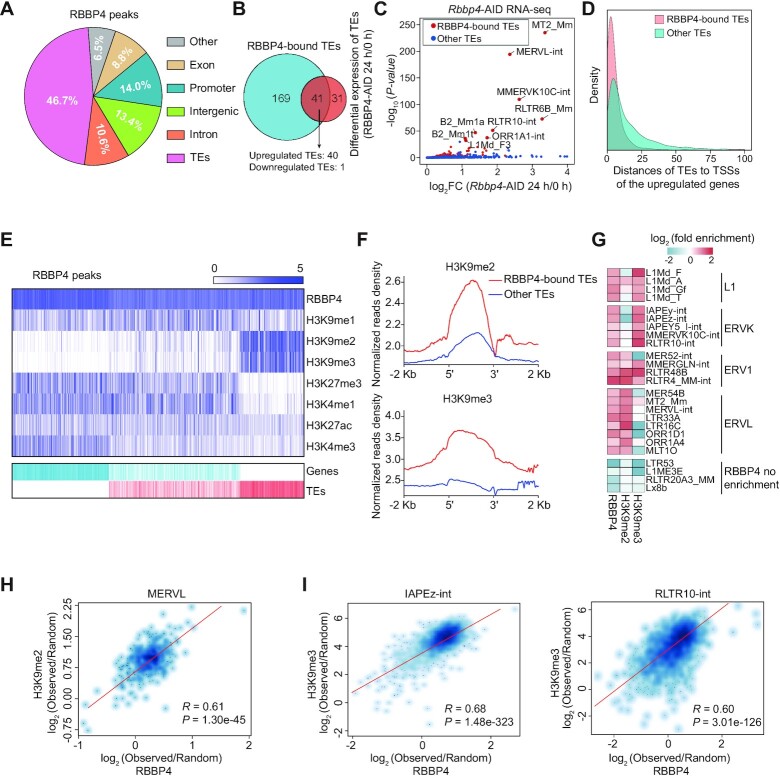
RBBP4 represses various TEs. (**A**) Genomic annotations of RBBP4 peaks. (**B**) Venn diagram showing the overlap between RBBP4-bound TEs and differentially expressed TEs after RBBP4 depletion. (**C**) Dot plot showing changes in TE expression following RBBP4 depletion. TEs bound by RBBP4 are labeled with red circles and other TEs are labeled with blue circles. TEs with significantly increased expression (*P* <1e-30) are highlighted. (**D**) Density plot showing the absolute distances from the TSSs of up-regulated genes after RBBP4 depletion to the nearest TEs bound by RBBP4. The distances to other TEs are used as background controls. (**E**) Heatmap showing the enrichment of RBBP4 and histone modifications on RBBP4-bound genes and TEs. (**F**) Average distribution of H3K9me2 and H3K9me3 signals at RBBP4-bound TEs versus other TEs. (**G**) Heatmap showing the enrichment of RBBP4, H3K9me2 and H3K9me3 at the indicated TEs. (**H**) Correlation analysis between RBBP4 and H3K9me2 on full-length MERVL elements (*n* = 535). (**I**) Correlation analysis between RBBP4 and H3K9me3 on IAPEz-int (stitched adjacent IAPEz-int fragments) (*n* = 2894) and RLTR10-int (*n* = 1587) elements. Statistical analyses in (H) and (I) are performed using the two-sided Pearson's correlation test.

To explore how RBBP4 regulates TEs, we conducted hierarchical clustering of RBBP4 peaks with both active (H3K4me1, H3K4me3 and H3K27ac) (88,89) and repressed (H3K9me1, H3K9me2, H3K9me3 and H3K27me3) (89–92) histone marks over genes and TE regions and observed that RBBP4 was mostly associated with two repressive histone marks H3K9me2 and H3K9me3 at TE sites, respectively (Figure 3E; Supplementary Figure S5G, H). Remarkably, strong enrichment of H3K9me2 and H3K9me3 at RBBP4-bound TEs relative to other TE sites was observed (Figure 3F). The enrichment analyses showed that RBBP4 and H3K9me2 were mainly enriched at ERVL sites, and RBBP4 and H3K9me3 were mainly enriched on ERVK, ERV1 and LINE sites (Figure 3G). Specifically, RBBP4 binding densities were positively correlated with H3K9me2 on MERVL (ERVL) elements (Figure 3H), and with H3K9me3 on IAPEz-int and RLTR10-int (ERVK) elements (Figure 3I). Together, these data demonstrate that RBBP4 globally represses the transcription of ERVs, and co-binds together with heterochromatin marks either H3K9me2 at ERVL sites or H3K9me3 at ERVK sites.

### RBBP4 is required for heterochromatin formation

To investigate whether heterochromatin formation is dependent of RBBP4, we identified the binding sites for H3K9me2 and H3K9me3 in *Rbbp4*-AID mESCs with or without IAA treatment. Our data indicated that RBBP4 degradation resulted in the significant reduction of 5068 (12%) H3K9me2 peaks (42.8% in TEs sites) and 10900 (69%) H3K9me3 peaks (81.7% in TEs sites), but caused an increase of only 612 (1.5%) H3K9me2 peaks and 50 (0.3%) H3K9me3 peaks, respectively (Figure 4A–C). Moreover, pile ups and boxplots revealed that RBBP4 loss significantly reduced binding of H3K9me2 and H3K9me3 on RBBP4-bound TE sites (Figure 4D; Supplementary Tables S6 and S7). Specifically, we further observed that RBBP4 degradation attenuated H3K9me2 enrichment on RBBP4–H3K9me2-co-bound ERVL, particularly MERVL (Figure 4E), and H3K9me3 enrichment on RBBP4–H3K9me3-co-bound ERV1/ERVK (such as MMERGLN-int and IAPEz-int) (Figure 4F). Consistently, the expression of RBBP4-dependent H3K9me2-marked and H3K9me3-marked TEs after RBBP4 depletion was significantly enhanced (Figure 4G).

**Figure 4.**
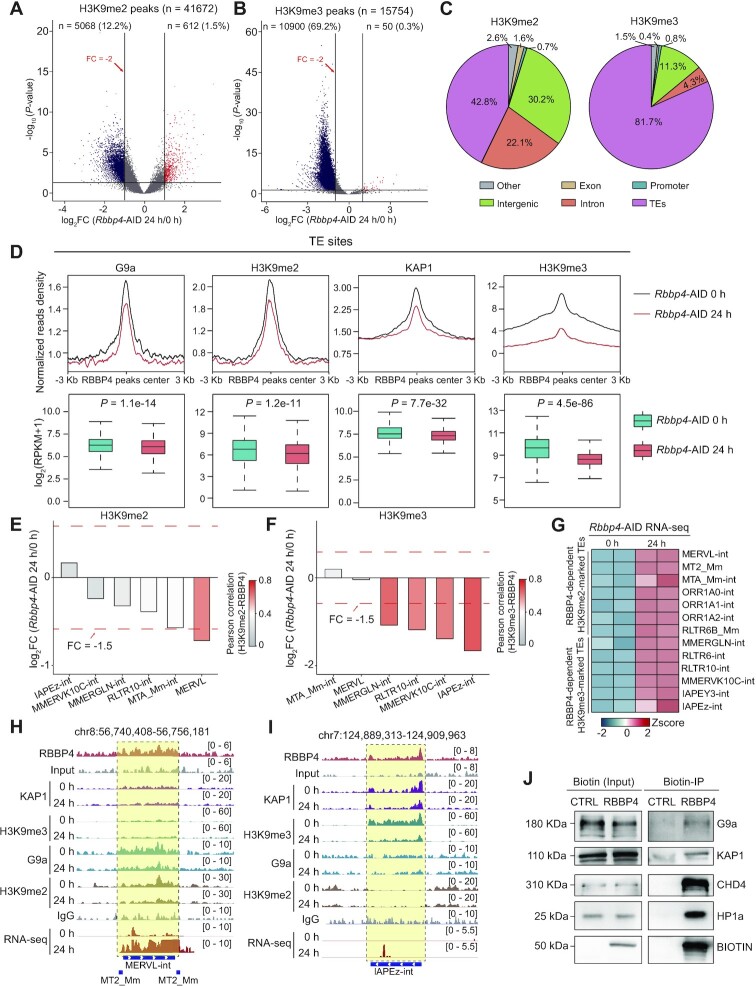
RBBP4 is required for heterochromatin formation. (A and B) Volcano plots showing the binding changes of H3K9me2 (**A**) and H3K9me3 (**B**) following RBBP4 depletion. (**C**) Genomic annotations of decreased binding sites of H3K9me2 (left) and H3K9me3 (right) after RBBP4 degradation. (**D**) Pile ups and boxplots showing H3K9me2, H3K9me3, G9a and KAP1 signals at the RBBP4-bound TE sites in mESCs with or without RBBP4 depletion. (E and F) Bar plots showing the fold changes of H3K9me2 (**E**) and H3K9me3 (**F**) enrichment on different ERVs upon RBBP4 depletion. The color bar illustrates the Pearson correlation between RBBP4 and H3K9me2 (E) or between RBBP4 and H3K9me3 (F). (**G**) Heatmap showing the expression changes of the indicated TEs after RBBP4 depletion. (**H** and **I**) Selected genomic views of RBBP4, H3K9me2, H3K9me3, G9a and KAP1 signals for the indicated TEs in mESCs with or without RBBP4 depletion. (**J**) Biotin-immunoprecipitation assays showing the interaction of RBBP4 with G9a, KAP1 and CHD4.

At least five H3K9-specific methyltransferases have been described in mammals: SUV39H1, SUV39H2, SETDB1, G9a and GLP (93). Next, we sought to determine whether RBBP4 establishes H3K9me2/3 on these TEs by regulating H3K9 methyltransferases or the associated factors. Using the ProteomicsDB database (94), we found that the protein expression level of RBBP4 showed a strong correlation with that of KAP1 (*R* = 0.80, *P* = 2.95e-22), which recruits SETDB1 to the target sites (95), with that of G9a (*R* = 0.70, *P* = 6.29e-15) and with that of GLP (*R* = 0.70, *P* = 9.38e-15), but was relatively weakly correlated with the expression levels of other lysine methyltransferases (*R* < 0.6) (Supplementary Figure S6A). Moreover, our data indicated that KAP1-binding sites were highly correlated with RBBP4-dependent H3K9me3-marked TEs and that G9a-binding sites were highly associated with RBBP4-dependent H3K9me2-marked TEs (Supplementary Figure S6B). Furthermore, PCA revealed that RBBP4 depletion in mESCs led to similar gene expression patterns to both *Kap1* knockout (96) and *G9a* knockout (97), which resulted in a gene expression signature similar to that of previously reported 2CLCs (29,98) (Supplementary Figure S6C). These results suggest that both KAP1 and G9a might be crucial for RBBP4-mediated heterochromatin formation.

More importantly, RBBP4 depletion had no significant influence on the protein levels of G9a and KAP1 (Supplementary Figure S6D), but diminished their binding to RBBP4-bound sites (Figure 4D). Furthermore, RBBP4 degradation resulted in a reduction of binding not only of G9a at ERVL elements but also of KAP1 at ERVK elements (Supplementary Figure S6E–G). Specifically, the occupancy of both G9a on MERVL sites and KAP1 on IAPEz-int sites was significantly diminished (Figure 4H, I; Supplementary Figure S6H). These data suggest that RBBP4 is an upstream regulator of both KAP1 and G9a in regulating TEs. Additionally, Biotin-immunoprecipitation analysis showed that RBBP4 interacted with both G9a and KAP1 (Figure 4J). Together, these results indicate that RBBP4 could regulate heterochromatin establishment in mESCs by recruiting KAP1 and G9a.

### AID-mediated RBBP4 degradation reduces nucleosome occupancy at the regions of ERVK and ERVL within heterochromatin

RBBP4 is also a component of the NuRD complex (39), and CHD4 within this complex is responsible for remodeling chromatin structure in an ATP-dependent manner (99,100). Indeed, our Biotin–RBBP4 co-immunoprecipitation experiments indicated that RBBP4 also interacted with CHD4 (Figure 4J). Next, we performed MNase-seq to determine the effects of RBBP4 on nucleosome organization and noticed that RBBP4 degradation attenuated nucleosome occupancy around RBBP4-binding sites and decreased CHD4 binding (Figure 5A; Supplementary Figure S7A). Moreover, we found that 2C genes and 2C-associated TEs (including MERVL) were up-regulated in *Chd4*-depleted mESCs by analyzing previously published RNA-seq data (101) (Supplementary Figure S7B, C). To understand the relationship between RBBP4 and local nucleosome density in more depth, we split the RBBP4 peaks into three classes (C1–C3) according to the RBBP4 enrichment strength (Figure 5B). Our data showed that the strongest RBBP4-bound C1 sites had the highest intensity of nucleosome occupancy and CHD4 binding (Figure 5C). Correspondingly, the reduction of nucleosome density and CHD4 binding was positively correlated with the RBBP4 binding strength (Figure 5D). Moreover, ∼75.3, 68.2 and 64.9% of the decreased nucleosome occupancy at C1, C2 and C3 sites, respectively, was located at TE regions (Figure 5E). In addition, our data showed that nucleosome occupancy was reduced at the RBBP4-bound ERVK (RLTR10-int and MMERVK10C-int) and ERVL (MERVL and MTA_Mm-int) sites, whereas nucleosome occupancy at RBBP4-bound ERV1 and LINE sites was unaffected (Figure 5F, G; Supplementary Figure S7D). Together, these results demonstrate that RBBP4 could recruit CHD4 to remodel nucleosome occupancy at the ERVK and ERVL sites within heterochromatin regions.

**Figure 5.**
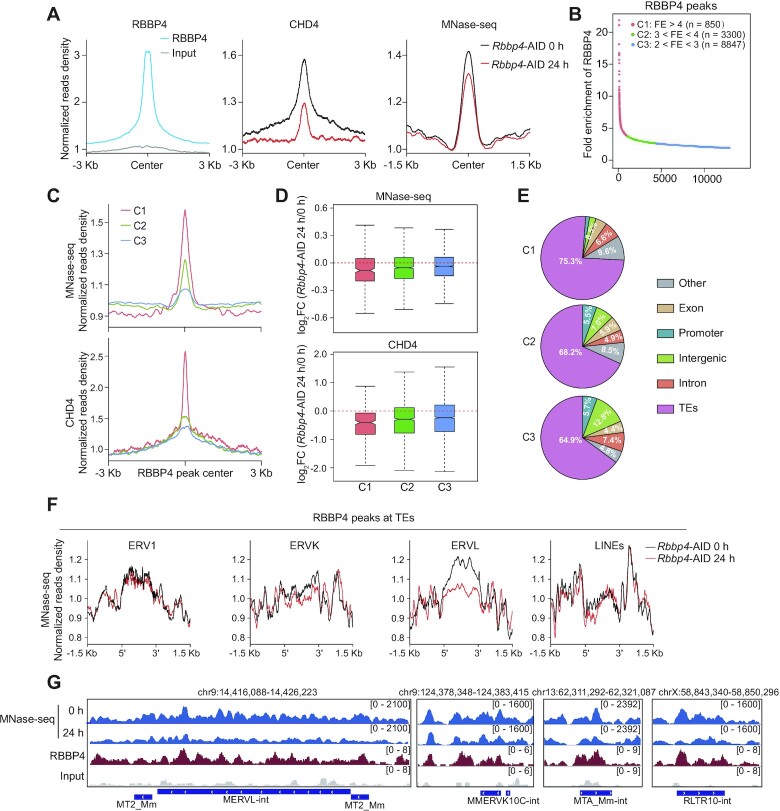
RBBP4 loss reduces nucleosome occupancy at heterochromatin regions. (**A**) Changes in CHD4 binding and nucleosome occupancy (MNase-seq) at RBBP4 peaks after RBBP4 depletion. (**B**) Scatter plot showing the fold enrichment (FE) of RBBP4 peaks. (**C**) Read density pile ups of nucleosome occupancy and CHD4 at different fold-enriched RBBP4-bound sites. (**D**) Changes in the nucleosome occupancy and CHD4 binding at different fold-enriched RBBP4-bound sites. The box plots denote medians and interquartile ranges (IQRs). (**E**) Distribution of reduced nucleosome regions across different fold-enriched RBBP4-bound sites after RBBP4 depletion. (**F**) Read density pile ups showing the intensity of MNase-seq signals at nucleosome-occupied regions of RBBP4-bound TEs with or without RBBP4 depletion. (**G**) Selected genomic views of nucleosome occupancy at the indicated TEs.

## DISCUSSION

Understanding how totipotent cells are generated will provide more insight for stem cell biology and promote the progress of regenerative medicine. Here, we show that the histone chaperone RBBP4 acts as a powerful barrier by regulating heterochromatin assembly for reprogramming of the pluripotent state toward the totipotent 2C-like state. RBBP4 recruits different epigenetic factors to distinct TEs and modulates chromatin compaction through chromatin remodelers.

Approximately 40% of the mouse genome is composed of TEs, of which approximately a quarter are ERVs (95). ERVs are grouped into three classes based on sequence similarity with different exogenous retroviruses (93), and their regulatory mechanisms are quite complicated. Distinct classes of ERVs are regulated by different chromatin marks and associated epigenetic factors. For instance, KAP1 has been identified as a key repressor of ERVK elements in mESCs and early embryonic development (95,102). KAP1 functions as a scaffold for multiple repressive partners, such as the KRAB-ZFP proteins, SETDB1 and METTL3 (96,103,104). In contrast, silencing of ERVL elements by chromatin-associated factors has not been systematically characterized. Although G9a and H3K9me2 have been shown to repress MERVL elements (105,106), how they are recruited to genomic targets and form a regulatory network is not fully understood.

Histone chaperones are responsible for histone deposition onto DNA to form chromatin during various processes, such as DNA replication, transcription and repair (107,108). Intriguingly, we found that the histone chaperone RBBP4 binds to ERVs and functions as an upstream factor to recruit G9a and KAP1, followed by deposition of H3K9me2 and H3K9me3 at ERVL and ERVK elements, respectively. Furthermore, RBBP4 interacts with HP1 (Figure 4J), which is important for heterochromatin spreading (109). Therefore, we conclude that RBBP4 acts as a critical regulator for heterochromatin establishment and possible spreading.

In addition to RBBP4, the two largest subunits (CHAF1A and CHAF1B) of the CAF-1 complex have also been shown to regulate the establishment of heterochromatin (110–112). CHAF1A/B could inhibit the expression of unintegrated HIV-1 DNA (112), but RBBP4 only represses the transcription of integrated HIV-1 proviral DNA (113). Therefore, the biological functions of RBBP4 and CHAF1A/B in regulating heterochromatin formation might be independent or complementary. The relationships between RBBP4 and the CAF-1 complex still need further exploration.

ATP-dependent chromatin remodelers (including four families CHD, SWI/SNF, ISWI and INO80) can slide, eject, insert or replace histones within nucleosomes to alter chromatin structure and accessibility (70). In the totipotent cells, chromatin is highly relaxed, especially at TE regions (75,114), but it still remains unclear what chromatin remodelers do. Our results show that RBBP4 depletion leads to the changes in colony morphologies of mESCs, which is consistent with *Chd4* deficiency (115). Moreover, RBBP4 depletion activates TEs, such as MERVL, which is similar to loss of CHD4 (101). Importantly, RBBP4 depletion reduces CHD4 enrichment and nucleosome occupancy around TEs (Figure 5). RBBP4 and CHD4 co-exist in the NuRD complex, which also contains the deacetylase HDAC1/2 and other accessory proteins (116,117). Surprisingly, we observed that the total H3 acetylation level was not changed after acute degradation of RBBP4 (data not shown), suggesting that histone acetylation is dispensable for transcriptional activation in mESCs. In addition, CHD4 is also a member of the ChAHP complex (comprising CHD4, ADNP and HP1), which plays an important role in heterochromatin organization (118,119). This direct and indirect evidence suggests that RBBP4 plays vital roles in repressive chromatin deposition and remodeling.

A recent study showed that mouse totipotent cells and 2CLCs exhibit much slower DNA replication speed than pluripotent stem cells (120). Our results showed that the cell proliferation rate is retarded in RBBP4-depleted mESCs and the cell cycle is arrested at the G_1_ and S phases along with a global decrease in the G_2_ phase (Supplementary Figure S1I). These results also suggest that RBBP4-depleted mESCs acquire features similar to 2CLCs. RBBP4 depletion changes the cell cycle, possibly because RBBP4 also exists in DNA replication-modulating complexes, including DREAM, CAF-1 and CRL4 (121–123), and RBBP4 has been found at the replication forks (124). In addition, the NuRD chromatin remodeling complex might be involved in heterochromatin assembly during S phase, and loss of CHD4 results in a slow-growth phenotype with delayed S phase progression (125,126). These results indicate that RBBP4 and CHD4 might work in concert in heterochromatin assembly and epigenetic inheritance through DNA replication.

Our results show that RBBP4, but not its homolog RBBP7, is required for maintaining the identity of mESCs, which is consistent with a recent study that used a different RBBP4/RBBP7 deletion strategy (46). We further found that RBBP4 but not RBBP7 is a repressor of 2C genes, which coincides with the different temporal and spatial expression patterns of RBBP4 and RBBP7 during pre-implantation embryo development. The expression level of RBBP4 is lower at the mouse early 2C stage than at the other pre-implantation stages, but RBBP7 is highly expressed in oocytes and gradually decreased in later stages (data not shown). Our data suggest that RBBP4 and RBBP7 are not redundant in mESCs. The expression levels of RBBP4 and RBBP7 also vary between different tissues in mice (40), and RBBP4 and RBBP7 only have one ortholog: p55 in *Drosophila* and RebL1 in *Tetrahymena thermophila*, respectively (127,128). The evolutionary variation among different species and the different expression patterns of RBBP4 and RBBP7 might explain such functional diversity in higher eukaryotes.

Overall, this study illustrates that RBBP4 plays a vital role in regulating heterochromatin assembly in mESCs and that loss of RBBP4 activates expression of a group of TEs and 2C genes to reprogram stem cell fate from pluripotency to totipotency (Figure 6).

**Figure 6.**
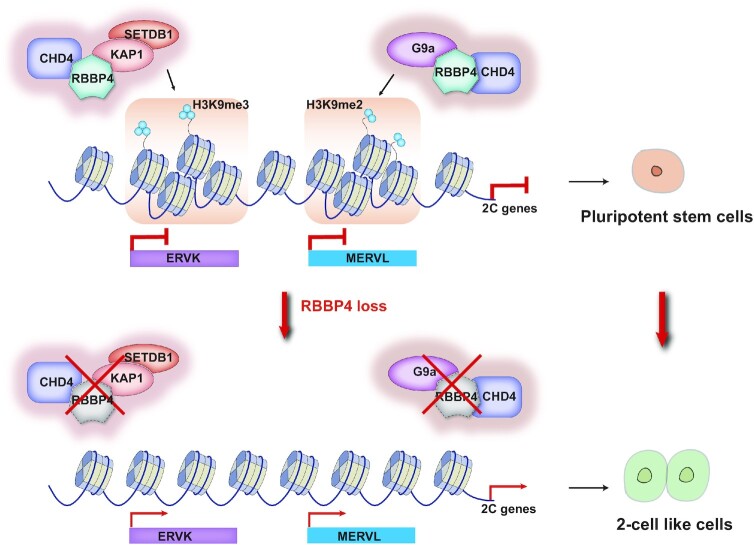
Model of RBBP4-dependent heterochromatin assembly and pluripotency to totipotency transition upon RBBP4 loss. RBBP4 binds to ERVs and functions as an upstream factor to recruit G9a and KAP1 and then deposit H3K9me2 and H3K9me3, respectively. Moreover, RBBP4 facilitates nucleosome occupancy through recruiting the chromatin remodeler CHD4 at heterochromatin regions. Therefore, RBBP4 depletion leads to the relaxation of repressive chromatin structure and activates expression of TEs (ERVs) and 2C genes to reprogram the pluripotent stem cells toward totipotent 2CLCs.

## DATA AVAILABILITY

The RNA-seq, ChIP-seq, CUT&RUN, CUT&Tag and MNase-seq data in this study were deposited at the NCBI GEO under accession no. GSE218656 and the CNCB Genome Sequence Archive (GSA) under accession no. CRA007021. The previously published RNA-seq sequencing data that were reanalyzed here are available in the GEO under the accession codes: GSE49669 (97), GSE124580 (129), GSE75751 (98), GSE85627 (29) and GSE74278 (96). The previously published ChIP-seq data used in this paper were obtained from GSE153651 (92), GSE54412 (90), GSE149080 (91), GSE42152 (89) and GSE142519 (88). Smart-seq2 datasets were downloaded from GSE84892 (77), GSE100597 (80), GSE45719 (79) and GSE74155 (78). All other resources can be made available by the corresponding authors upon request.

## Supplementary Material

gkad219_Supplemental_Files Click here for additional data file.

# Supplementary material for: RBBP4 is an epigenetic barrier for the induced transition of pluripotent stem cells into totipotent 2C-like cells
**Source:** Nucleic Acids Res. 2023 Apr 6;51(11):5414–31. doi: 10.1093/nar/gkad219
**Supplement:** gkad219_Supplemental_Files

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Figure S1.** RBBP4, but not RBBP7, is necessary for maintaining the identity of mESCs. (**A**) Western blot showing protein levels of Biotin, RBBP4 and RBBP7 in wild-type mESCs and mESCs with either Biotin-tagged RBBP4 or Biotin-tagged RBBP7. GAPDH is used as a loading control. (**B**) Selected genomic views of RBBP4 and RBBP7 binding sites from ChIP-seq. (**C**) Homologous recombination strategy for tagging the endogenous *Rbbp4* or *Rbbp7* gene with AID-mCherry and a NeoR/KanR resistance gene. (**D**) PCR-based genotyping assay to validate generation of the *Rbbp4*-AID and *Rbbp7*-AID cell lines. (**E**) FACS analysis of mCherry fluorescence intensity in *Rbbp4*- or *Rbbp7*- AID-mCherry mESCs following different IAA treatment times. (**F**) Cell proliferation analysis of *Rbbp4*-AID*,* *Rbbp7*-AID and parental (PT) cell lines with or without IAA treatment. Data are presented as the mean ± s.d. (n = 6 independent wells). (**G**) Annexin V to analyze cellular apoptosis of *Rbbp4*-AID*,* *Rbbp7*-AID and PT cell lines with or without IAA treatment for 24 h. (**H**) Cell cycle analysis of *Rbbp4*-AID*,* *Rbbp7*-AID and PT cell lines with or without IAA treatment. (**I**) Histograms showing quantification of cycle phases based on DAPI analysis. (**J**) Alkaline phosphatase (AP) staining of untreated and 3-day IAA-treated *Rbbp4*-AID*,* *Rbbp7*-AID and PT cell lines. (**K**) Brightfield images of mESC colonies after IAA treatment at different time points. Scale bar, 100 μm. (**L**) PCA of RNA-seq data for mESCs after depleting RBBP4 or RBBP7 at different time points. (**M**) Number of differentially expressed genes in mESCs after depletion of RBBP4 or RBBP7 at different time points. (**N**) Venn diagram showing the overlap among the altered genes at 24 h after depleting RBBP4 or RBBP7. Data shown in (**G)** and (**I**) represent the average of three independent experiments.

**Supplementary Figure S2.** Depletion of *Rbbp4* but not *Rbbp7*, promotes the transition from mESCs to 2CLCs. (**A**) Schematic diagram of depleting *Rbbp4* or *Rbbp7* in mESCs containing the MERVL-tdTomato reporter. (**B** and **E**) RT–qPCR to detect the expression of MERVL and 2C genes (*Zscan4* and *Dub1*) in control and *Rbbp4*-depleted (**B**) as well as *Rbbp7*-depleted (**E**) MERVL-tdTomato reporter mESCs. **(C and F)** Flow cytometry analysis showing the percentage of MERVL-tdTomato-positive cells after *Rbbp4* knockdown (**C**) and *Rbbp7* knockdown (**F**). (**D** **and G**) Statistical analysis of the positive ratios in control and *Rbbp4*-depleted (**D**) as well as *Rbbp7*-depleted (**G**) MERVL-tdTomato reporter mESCs. Data shown in (**B**), (**D**), (**E**) and (**G**) represent the average of three independent experiments.

**Supplementary Figure S3.** *Rbbp4* depletion promotes the transition from mESCs to totipotent -like cells. (**A**) Cell ratios in different clusters of *Rbbp4*-AID mESCs with or without IAA treatment. (**B**) Heatmap showing the correlation between the data from totipotent-like cells and the published early embryo Smart-seq2 datasets. (**C**) Gene expression analysis showing the expression of totipotency and pluripotency genes in different cell types.

**Supplementary Figure S4.** *Rbbp4* depletion promotes the transition from mESCs to trophoblast. (**A**) RT–qPCR to detect the expression of *Rbbp4*, MERVL and *Zscan4* after *Rbbp4* depletion in OG-CT mESCs. (**B**) RT–qPCR showing the expression levels of the pluripotency genes on D0 and D8, respectively. (**C**) Flow cytometry analysis showing the percentage of *Cdx2*-tdTomato positive cells with or without *Rbbp4* depletion. Data shown in (**A**) and (**B**) represent the average of three independent experiments.

**Supplementary Figure S5.** RBBP4 binds to various TEs. (**A**) Venn diagram showing the overlap among the three gene clusters (RBBP4-bound genes, upregulated genes after RBBP4 degradation and 2C-specific genes). (**B**) Bar graph showing the overlap ratios of RBBP4 peaks with the transposable elements. (**C**) Box plots showing RBBP4 enrichment at selected TE elements. (**D**) RNA-seq analysis showing changes in expression of RBBP4-bound TEs after RBBP4 depletion. (**E**) Box plots showing changes in expression of RBBP4-bound indicated TEs following RBBP4 deletion. (**F**) Bar graph showing changes in expression of early 2C genes close to RBBP4-bound TEs within 2 kb. (**G**) Average distribution of RBBP4 and the selected histone modification signals at RBBP4-bound genes/TEs versus other genes/TEs. (**H**) Selected genomic views showing co-enrichment of RBBP4 with H3K9me2 and H3K9me3 at different TEs, respectively.

**Supplementary Figure S6.** RBBP4 regulates heterochromatin formation. (**A**) Pearson correlation coefficient for the protein levels of H3K9me2 and H3K9me3 modifiers with RBBP4 in the ProteomicsDB database. GAPDH is used as a negative control. The dotted line denotes *R* = 0.6. (**B**) Bar graph showing the Jaccard coefficient of binding peaks for H3K9me2 and H3K9me3 modifiers with RBBP4-dependent H3K9me2-marked TEs and with RBBP4-dependent H3K9me3-marked TEs. (**C**) PCA of RNA-seq data for RBBP4-depleted, *G9a*-KO, *Kap1*-KO, *Ezh2*-KO mESCs and other 2CLCs described in previous studies. (**D**) Western blot showing protein levels of RBBP4, G9a, KAP1, and CHD4 in *Rbbp4*-AID mESCs without or with IAA treatment for 24 h. (**E**) Aggregation plot showing changes in average enrichment of G9a or KAP1 at RBBP4-bound TE sites. (**F** and **G**) Box plots showing enrichment changes of G9a and KAP1 at ERVL and ERV1/ERVK elements, respectively, after RBBP4 depletion. (**H**) Aggregation plot showing changes in average enrichment of G9a at MERVL elements and KAP1 at IAPEz-int elements.

**Supplementary Figure S7.** RBBP4 facilitates nucleosome occupancy at TEs. (**A**) Dot plot showing change of CHD4 binding following RBBP4 depletion. (**B**) Venn diagram showing the overlap among upregulated genes after RBBP4 depletion and upregulated genes after *Chd4* KO and 2C-specific genes. (**C**) Heatmap showing expression changes of the indicated TEs and 2C genes after RBBP4 depletion and *Chd4*-KO. (**D**) Reads density pileups showing the intensity of MNase-seq signals at nucleosome-occupied regions of the indicated TEs with or without RBBP4 depletion.

# Supplementary material for: RBBP4 is an epigenetic barrier for the induced transition of pluripotent stem cells into totipotent 2C-like cells
**Source:** Nucleic Acids Res. 2023 Apr 6;51(11):5414–31. doi: 10.1093/nar/gkad219

# Supplementary Figure S1

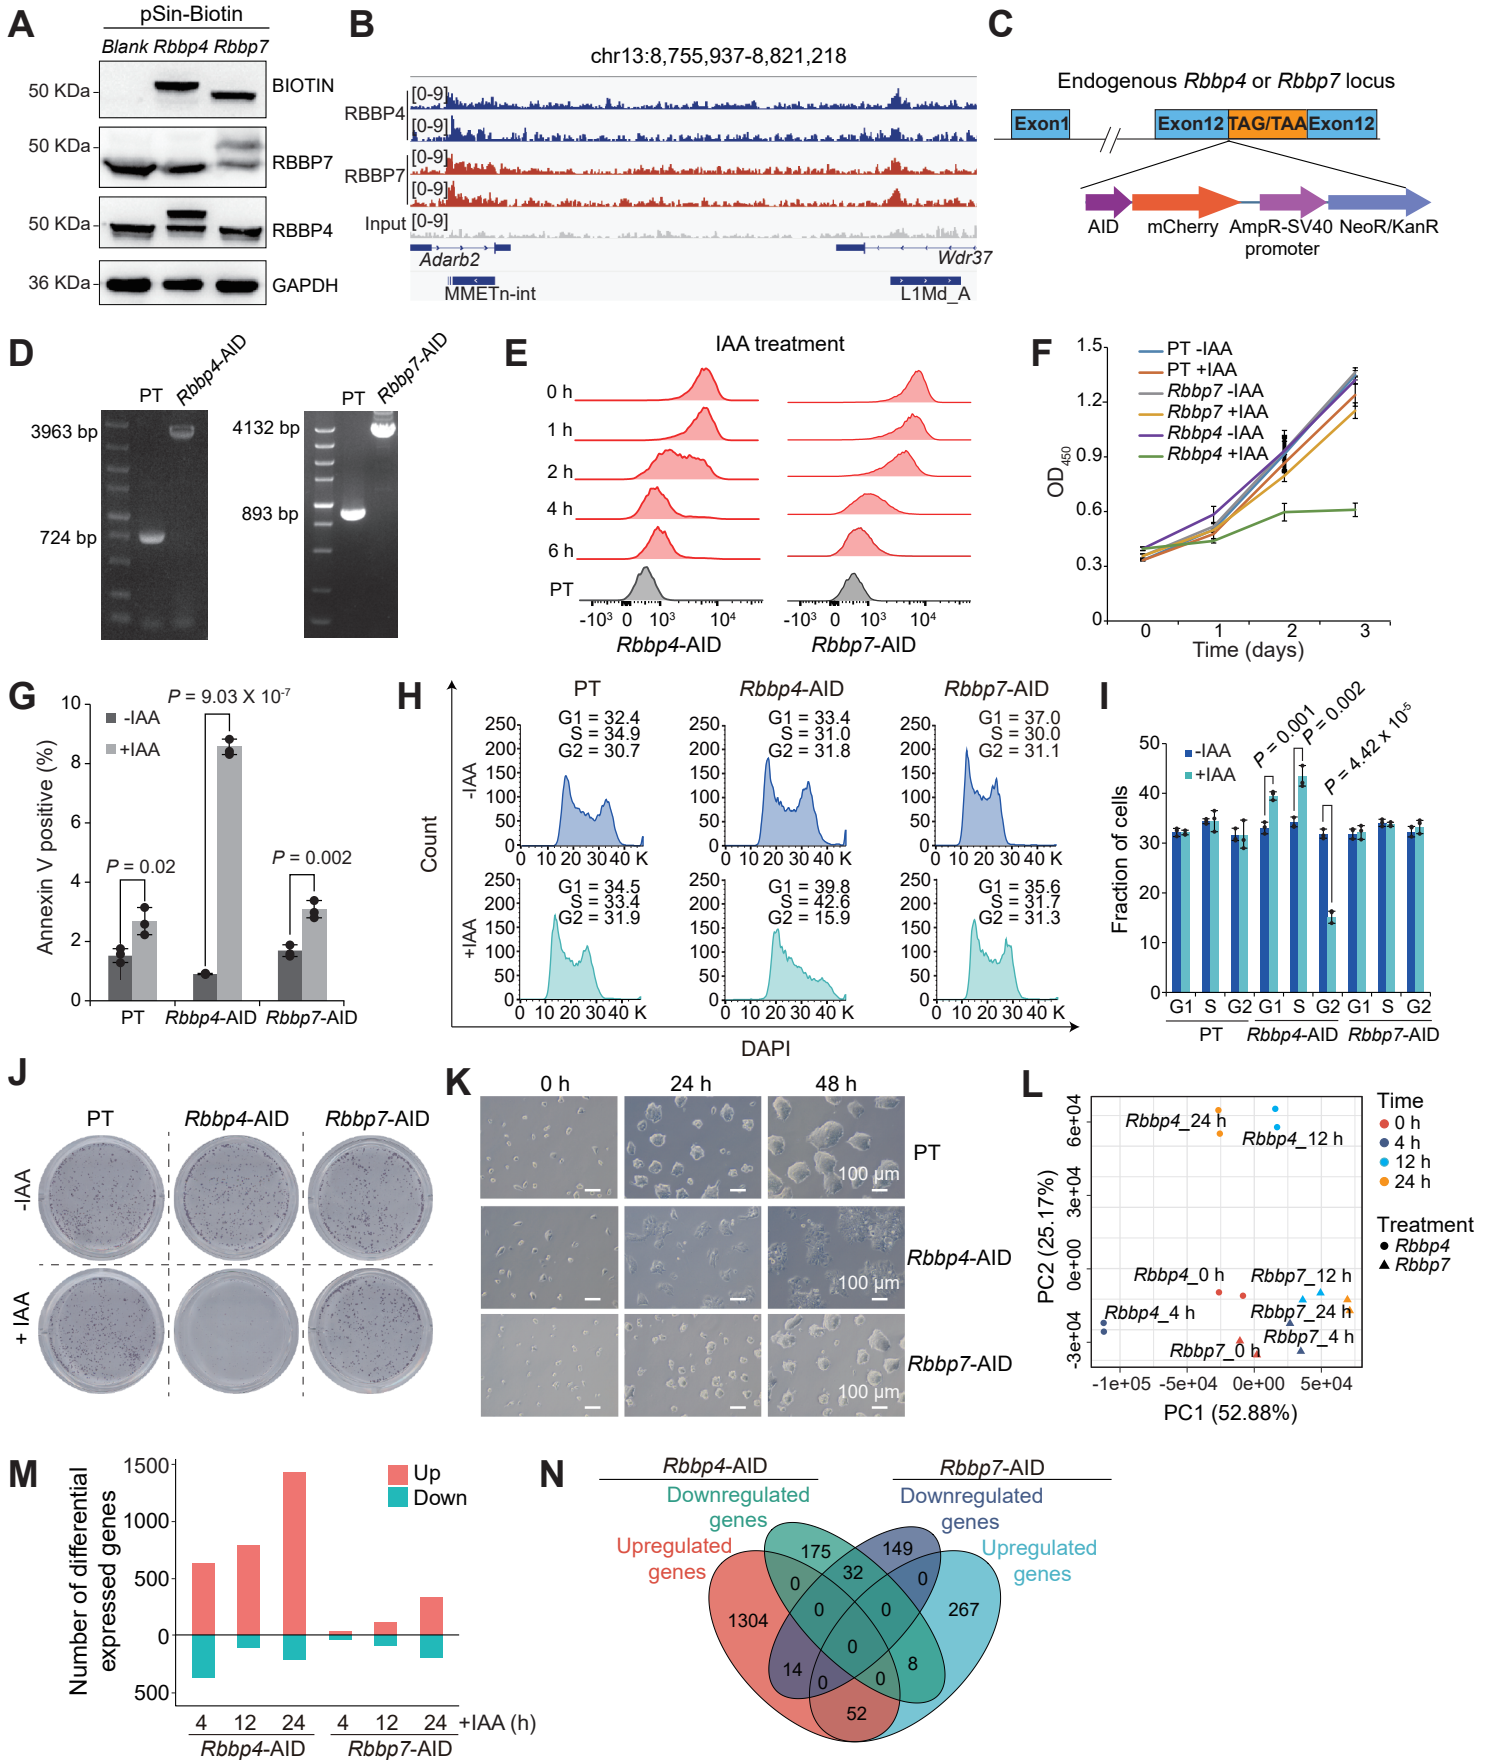

# Supplementary Figure S2

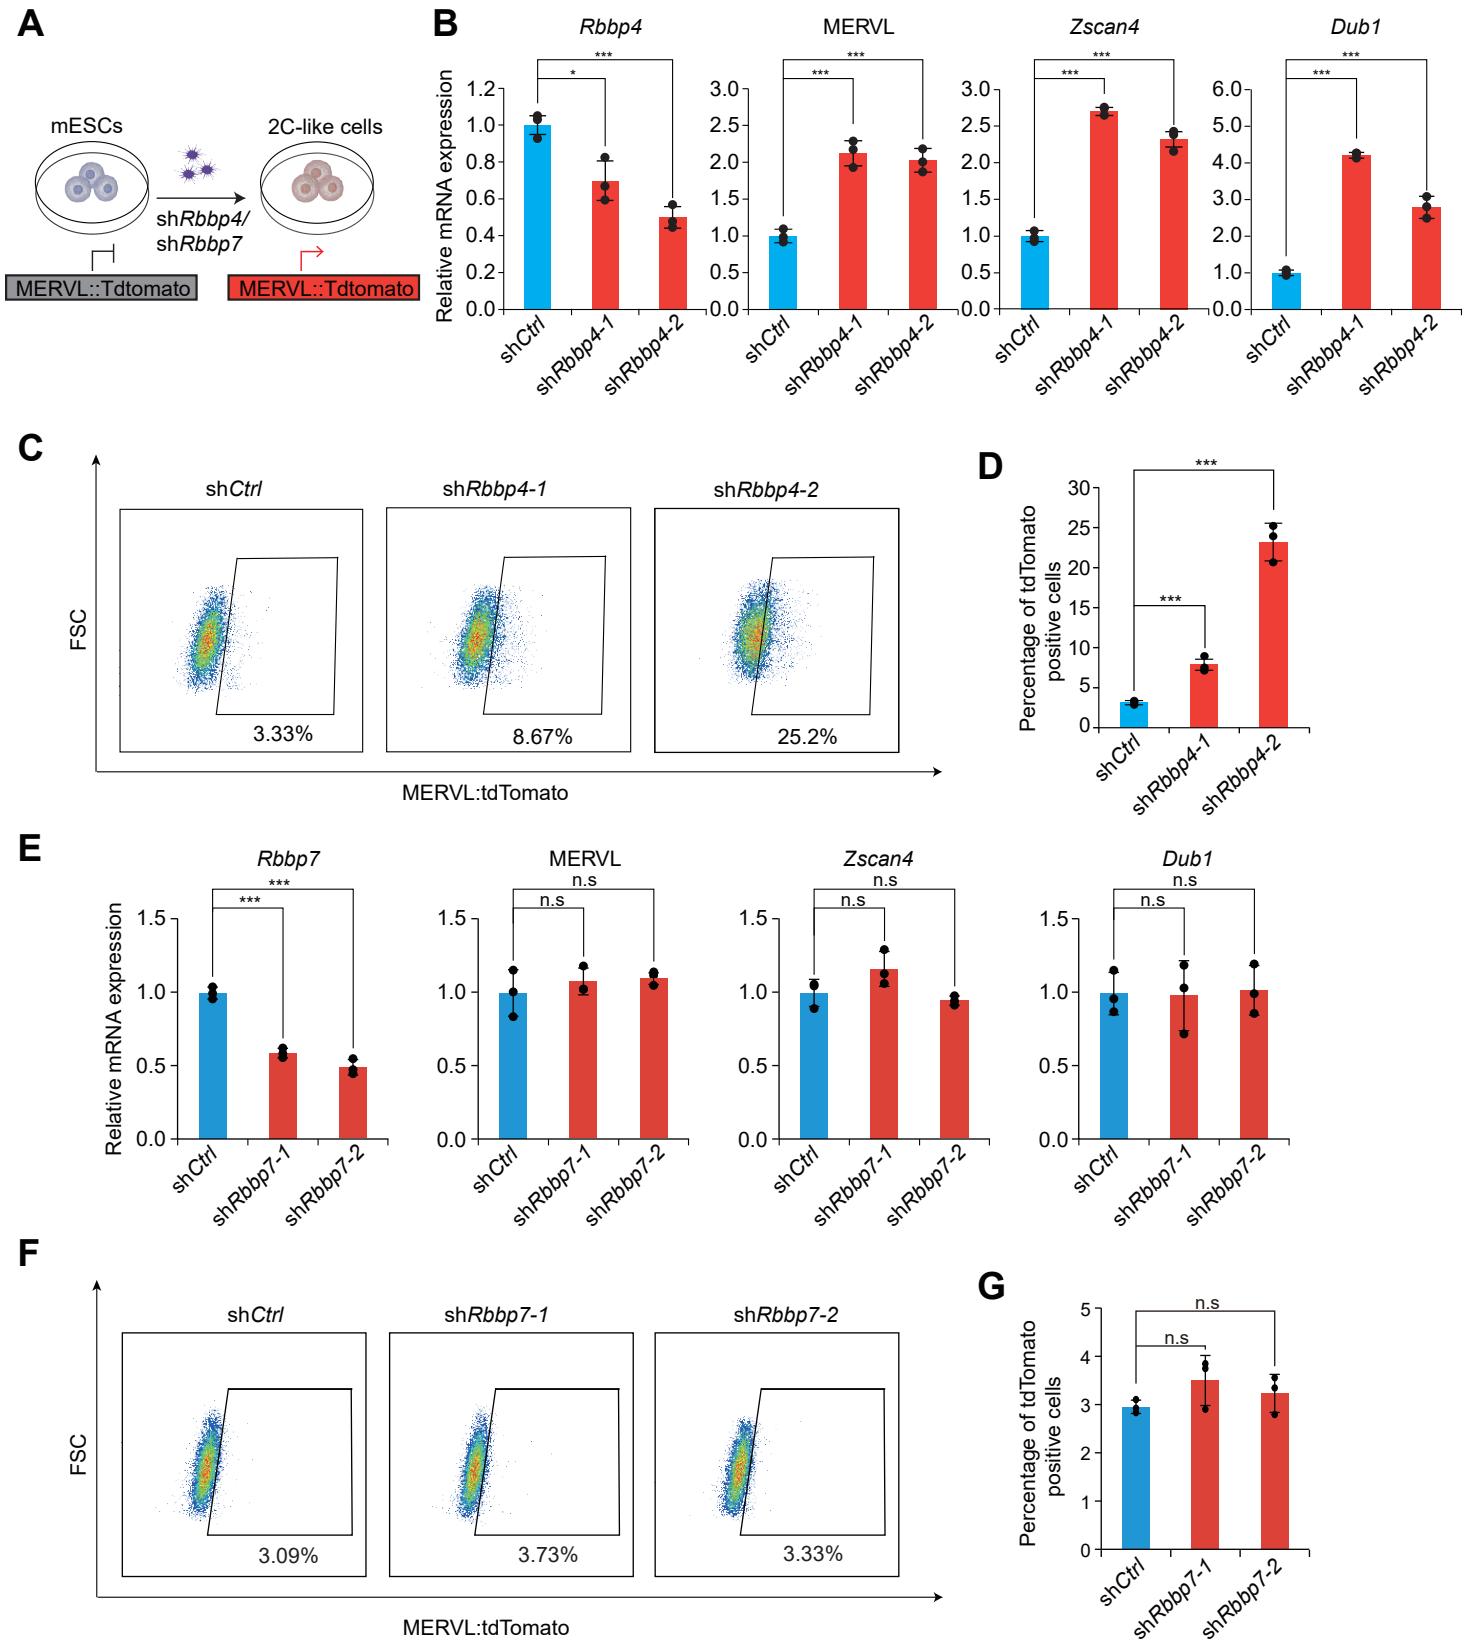

# Supplementary Figure S3

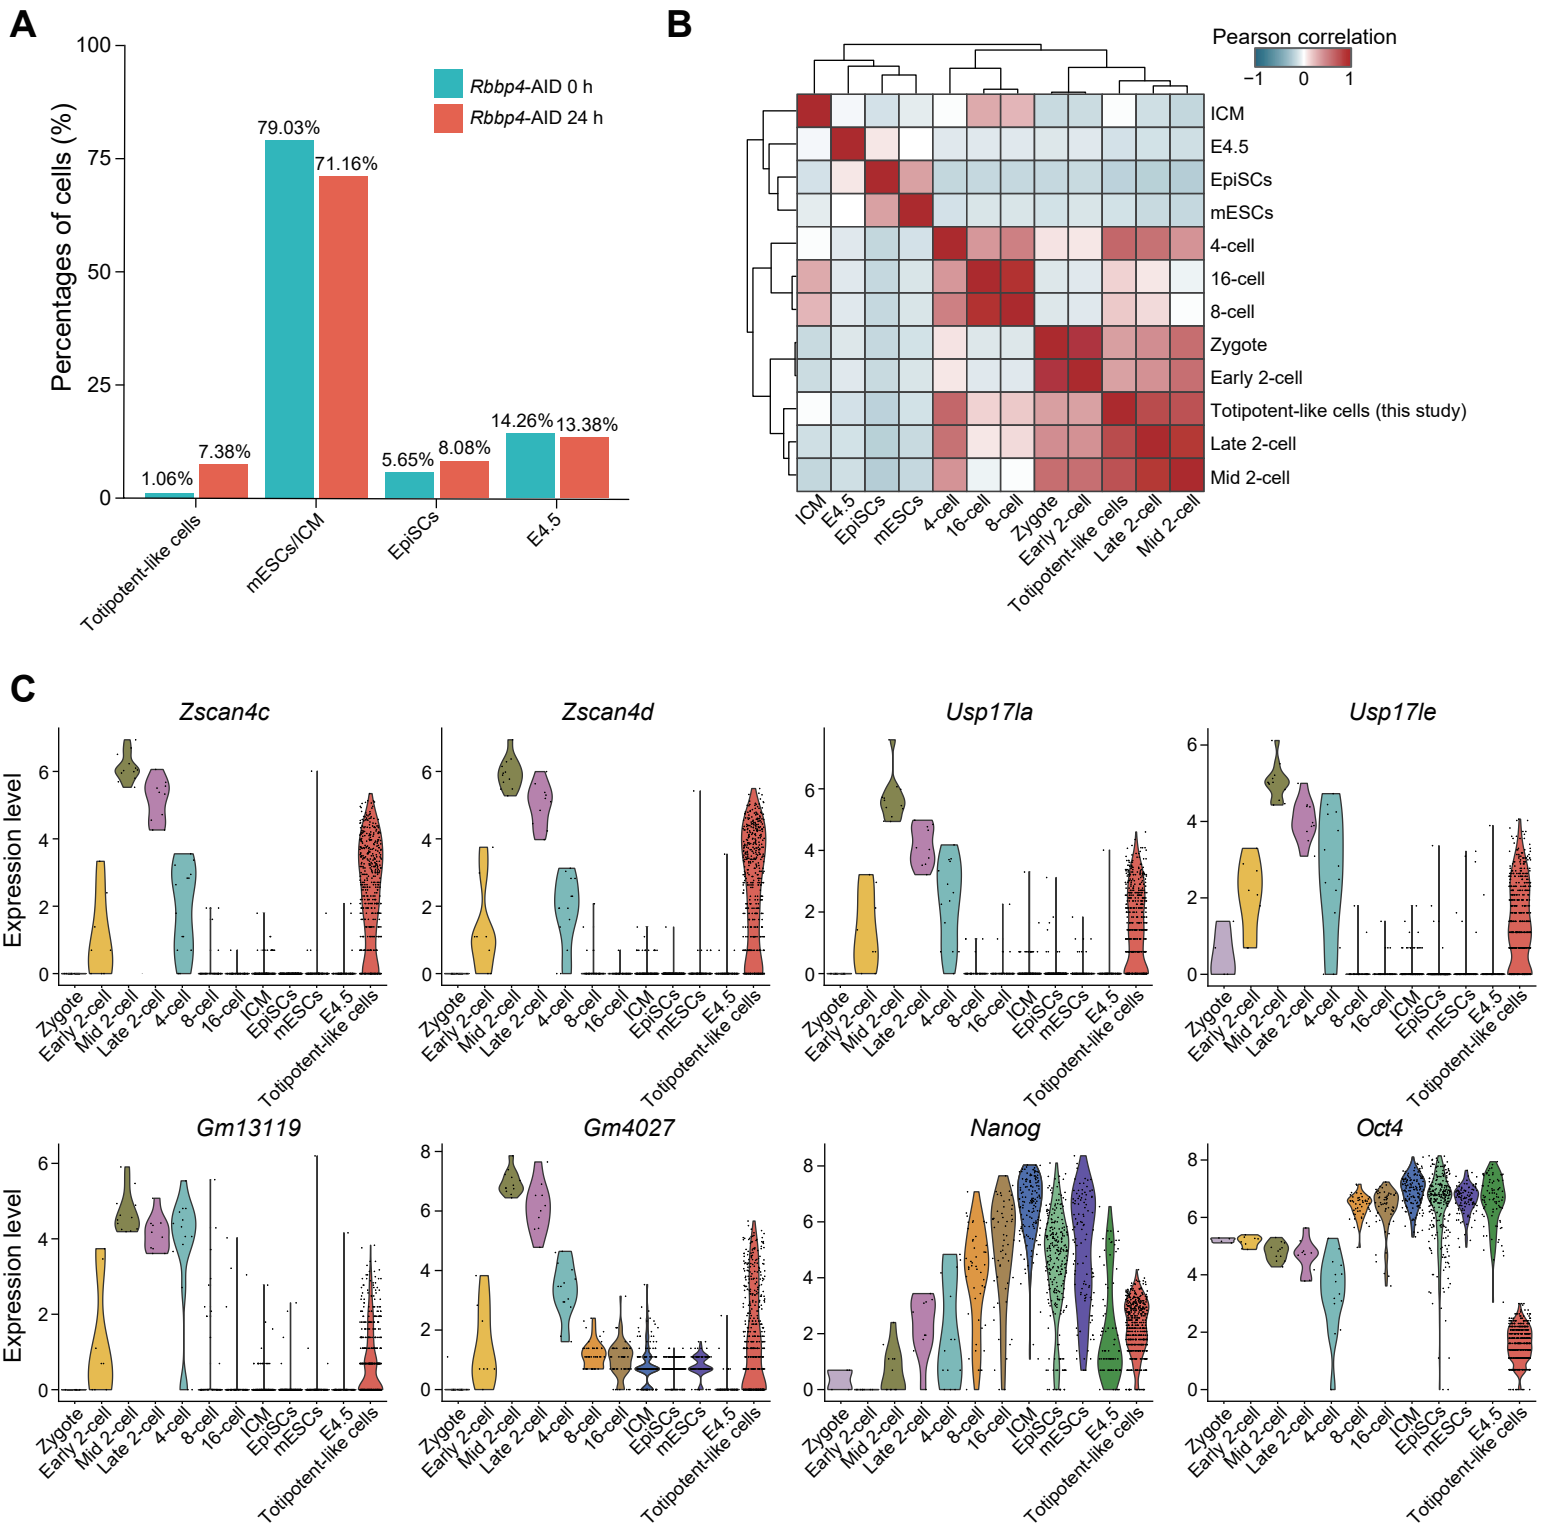

# Supplementary Figure S4

**A**

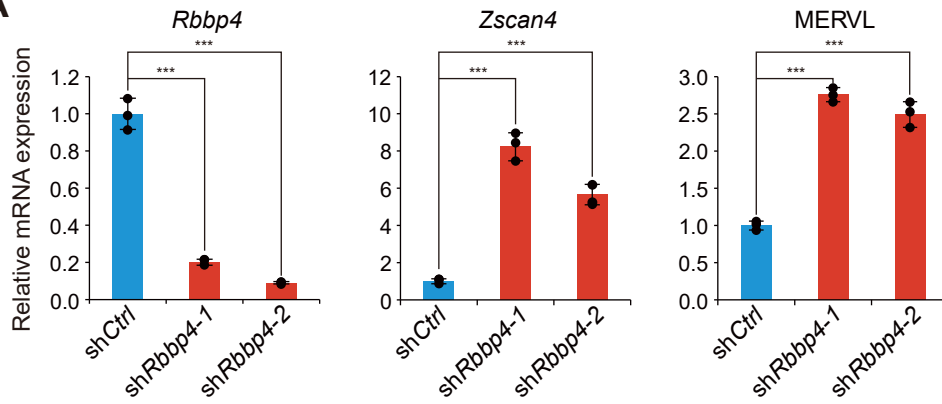

**B**

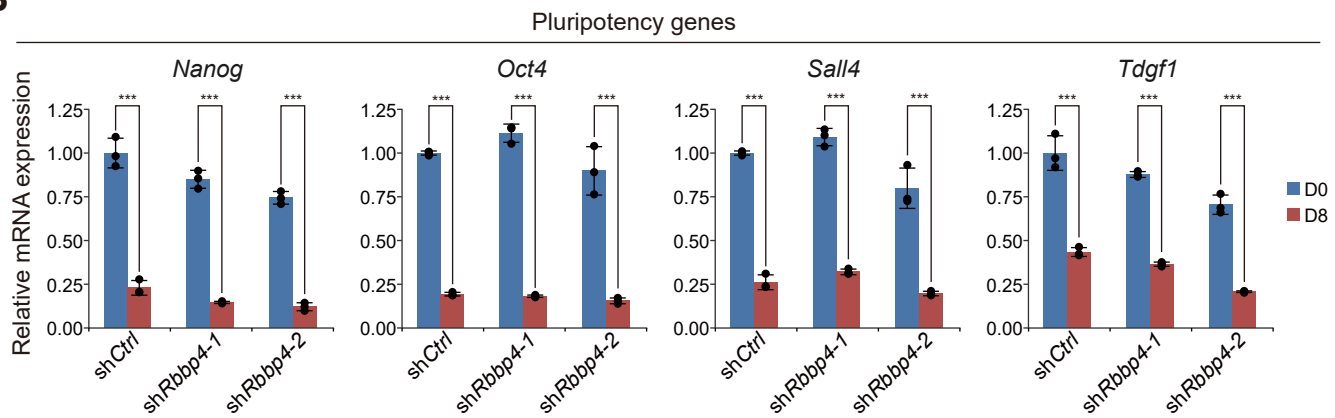

**C**

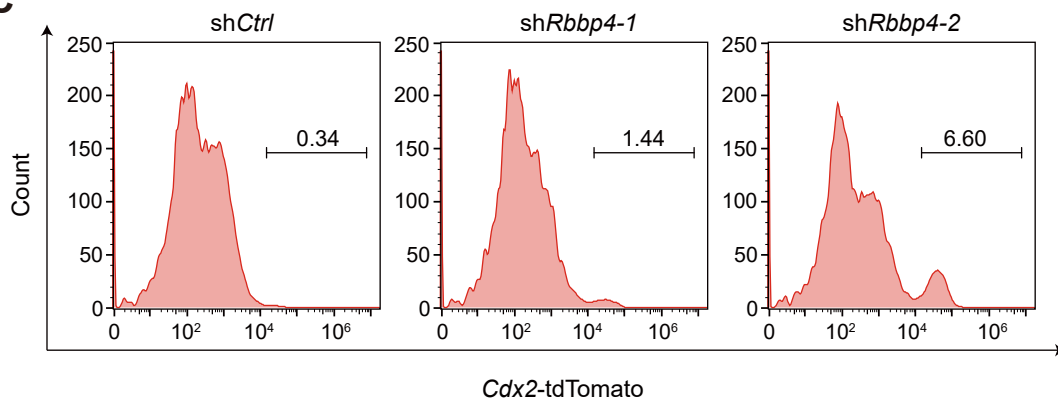

# Supplementary Figure S5

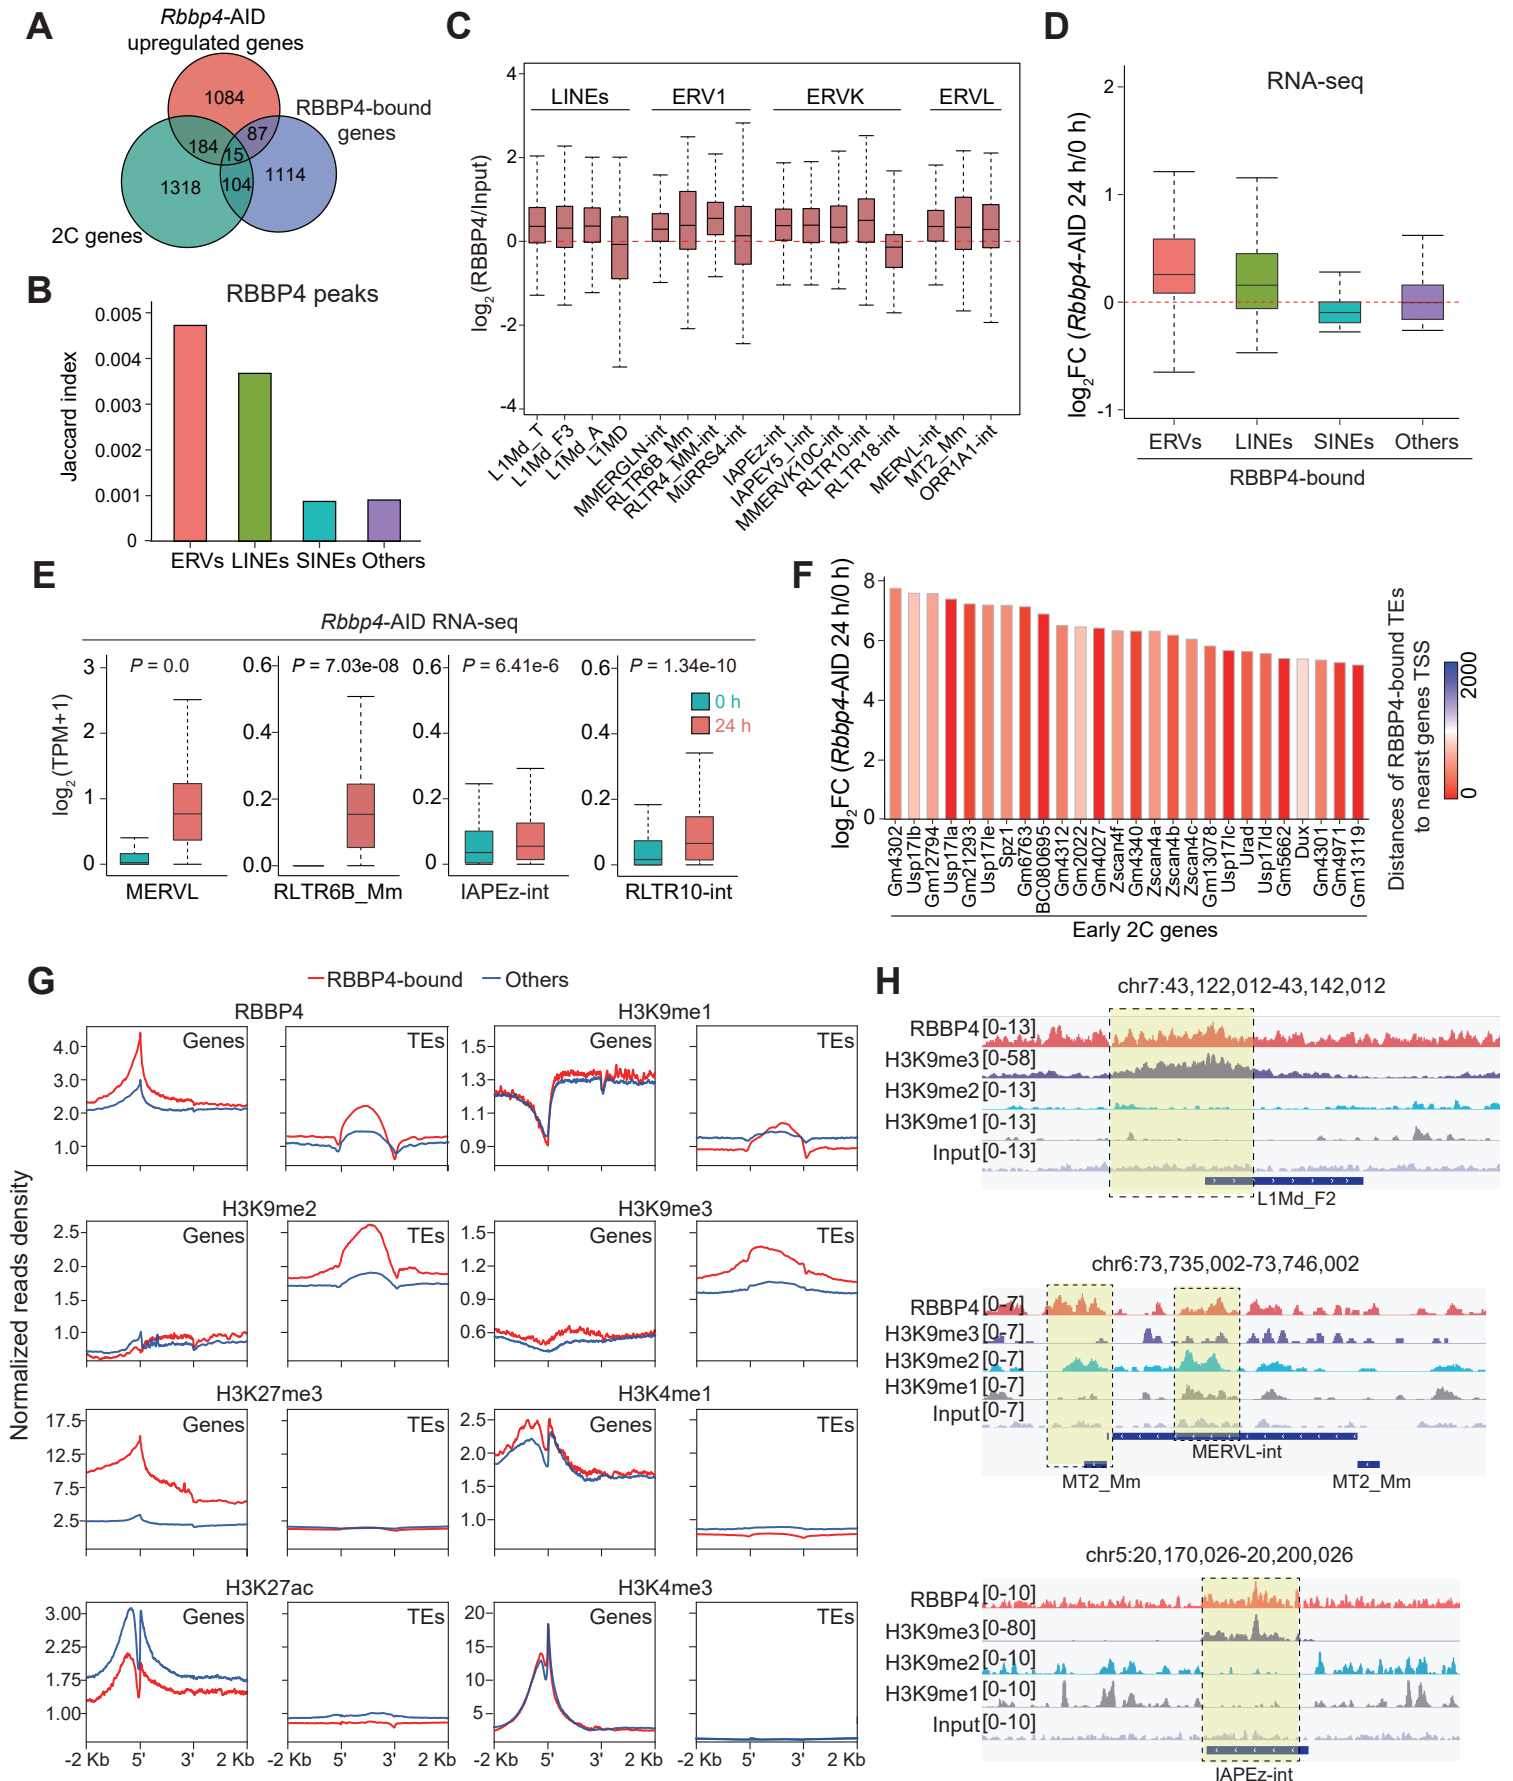

# Supplementary Figure S6

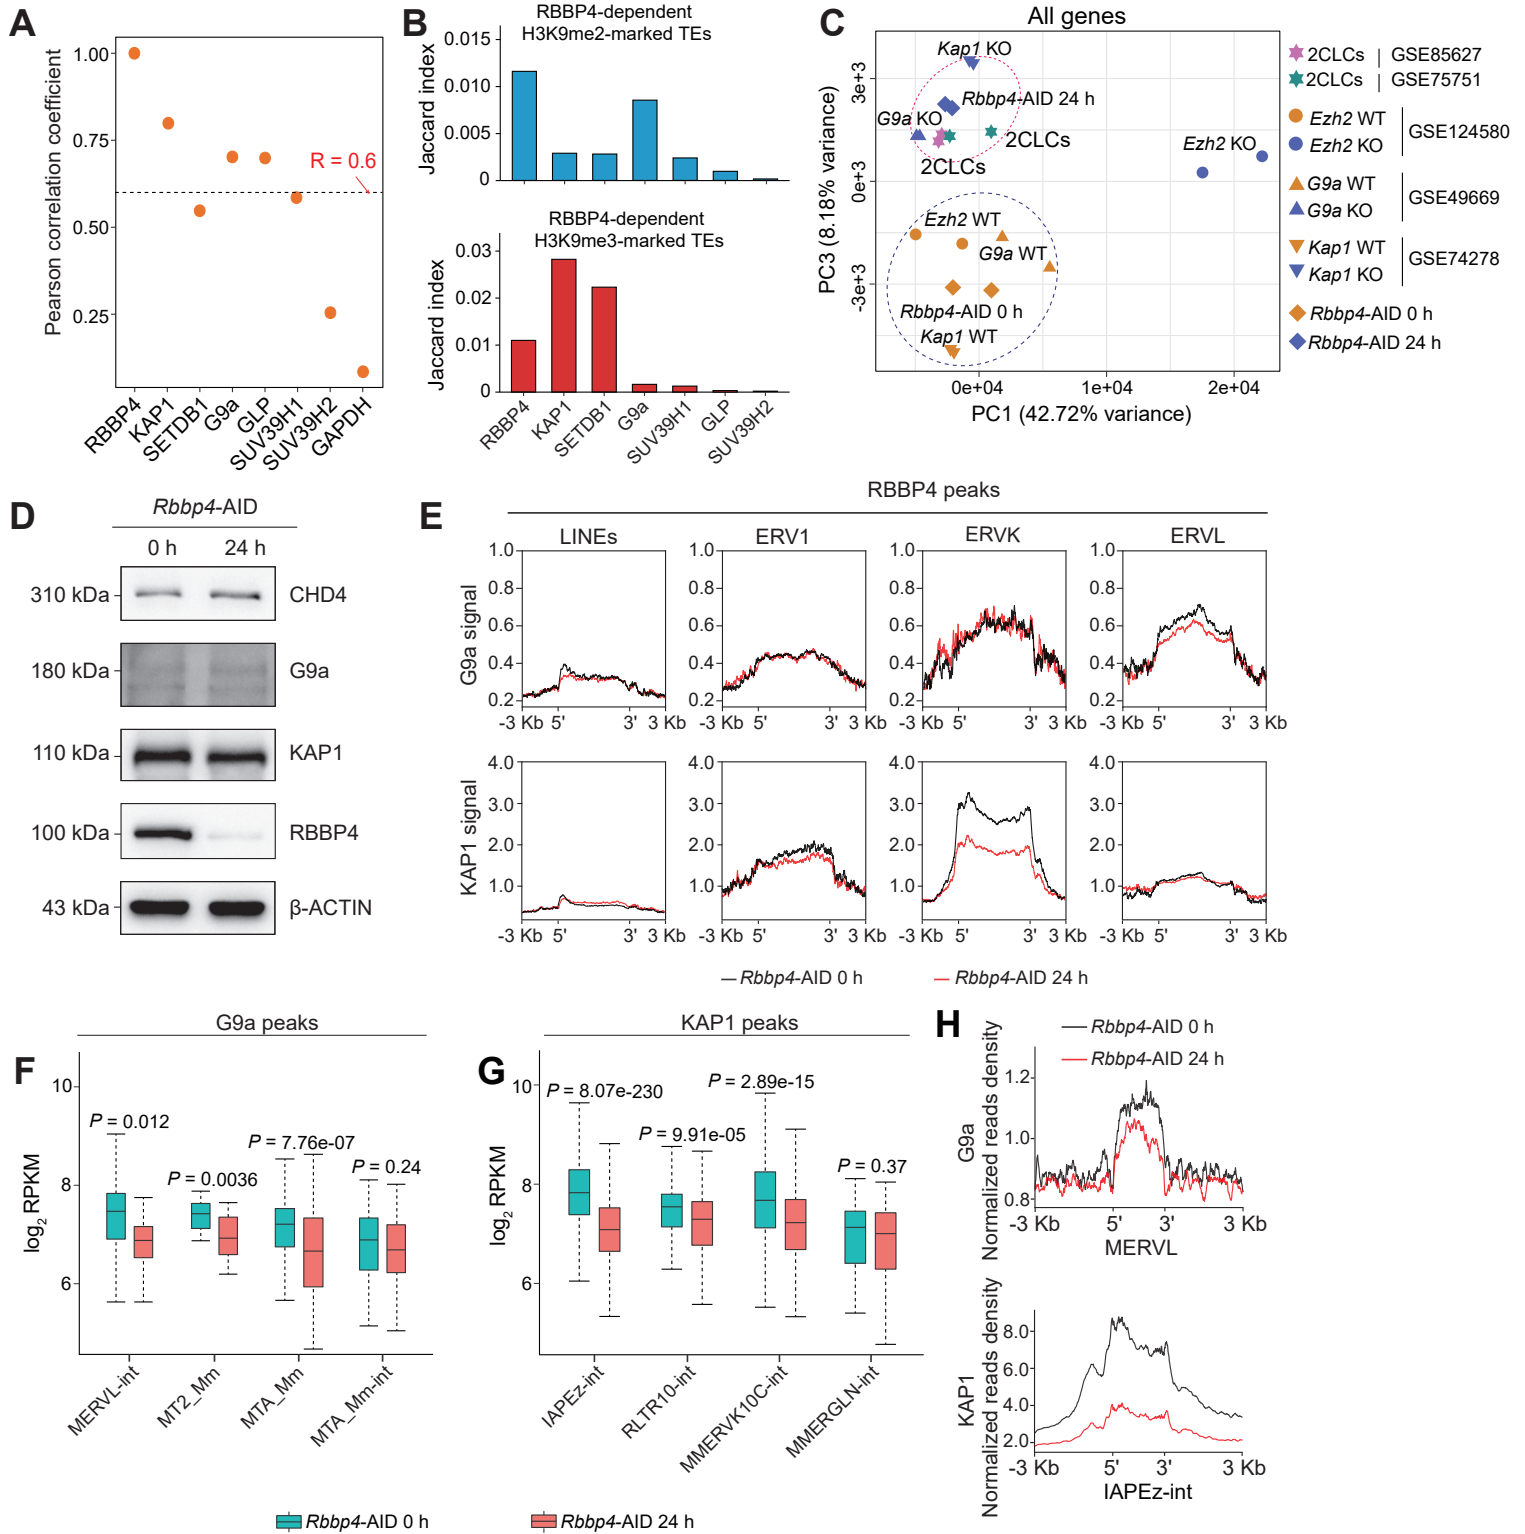

# Supplementary Figure S7

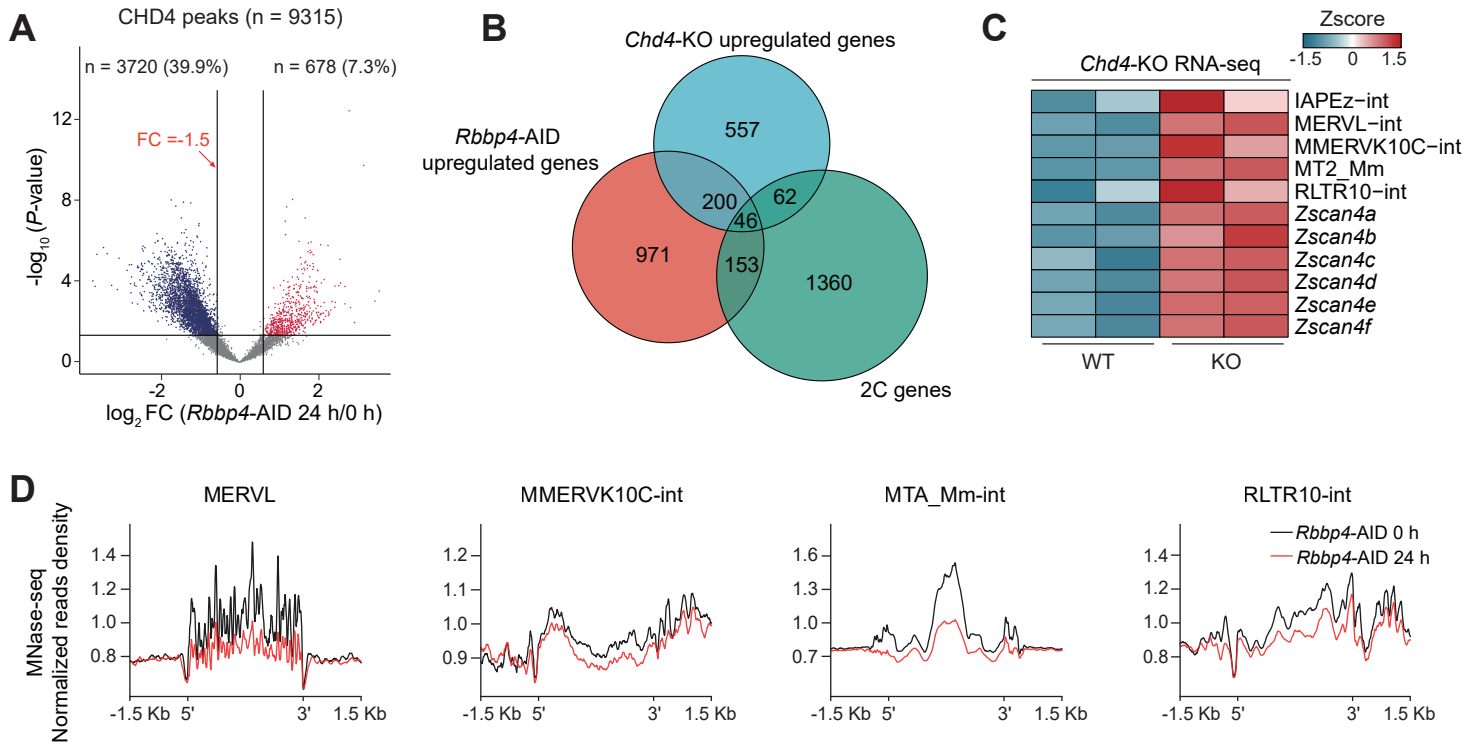

**Supplement:** gkad219_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

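Gene expression was measured by bulk RNA-seq in Rbbp4-AID and Rbbp7-AID mESCs at 0, 4, 12 and 24 h of treatment with 500 μM IAA, with 2 biological replicates per condition and 16 libraries in all. The authors trimmed the reads with Trim_galore (v0.6.7), aligned them to mm10 with the Gencode vM25 annotation using STAR (v2.7.0d) and RSEM (v1.3.3), and for their own comparisons counted them with TEtranscripts and used DESeq2. For each library the authors deposited 1 table of TPM per gene, rounded to 2 decimals, and the replicates were not pooled. The TPM sum to between 999999 and 1000000 in each library. No normalization between libraries is stated for them. TPM hold no record of depth, so the number of reads behind a value is unknown, no confidence interval for counting error is given, and a listed 0 is reported as a listed 0. The authors' counts and DESeq2 results behind the paper's figures, the TEs, and the other assays of the paper are not analysed here. A fit of TEs had been planned for the case that the files list them, and they do not.

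Gene identifiers were matched to the GENCODE vM21 annotation of GRCm38 (the assembly also named mm10) with the version ignored, and 55141 identifiers had a symbol and coordinates there. Transcript length and GC content were taken from the transcript sequences of the same release, and 99.9% of the genes tested had values. From the same transcripts, the share of each early-2C gene's 31-mers that no transcript of another gene holds on either strand was counted, after the data were seen. Coordinates are 1-based.

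All comparisons used limma (3.58.1) in R (4.3.3) on log2(TPM + 1). Genes with a TPM of at least 1 in at least 2 of the 16 libraries were tested, which left 15106 genes. The model had 1 mean for each of the 8 groups and was fitted to all 16 libraries, with 8 residual degrees of freedom and moderated variances with a trend (lmFit and eBayes). Each time point was compared with 0 h of the same line. Further contrasts were 4 h against 12 h and 12 h against 24 h in the Rbbp4-AID line, the lines at 0 h, and the difference between the 24 h changes of the lines. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1, as in the paper. Fold changes are differences of log2(TPM + 1), which are smaller than log2 ratios of TPM where TPM are low. Overlaps of calls were tested with a two-sided Fisher exact test with the genes tested as background. The early-2C genes of Table S4 were tested as a list with camera (inter-gene correlation 0.01) for the 6 comparisons with 0 h, and 12 other lists written before the data were examined (pluripotency, trophoblast, primitive endoderm, p53 targets, aryl hydrocarbon receptor targets, interferon response, germline, chromatin partners of RBBP4 and RBBP7, Hox, replication-dependent histones, mitochondrial mRNAs and ribosomal proteins) were tested in the same way, adjusted over lists and comparisons. The fit was tested on simulated data made with the means and variances of the 15106 genes. The noise was independent between genes and libraries, with no shift of a whole library. The 200 genes changed, by 2 on the log2 scale, were drawn from those with a mean log2(TPM + 1) over 2. Of these, 186 (93%) were called in the right direction, 3 unchanged genes were called, and 0 genes were called in a comparison without changes. The share recovered does not cover genes with lower TPM, and the simulation does not test differences in scaling between libraries.

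The genes named were chosen by a rule written before the data were examined. They are the genes that the paper names in its text, in Figures 1E-1G and S3C and in Supplementary Tables S3 and S4, the genes of the lists, and, for each of the 6 comparisons with 0 h, the 3 genes with the highest and the 3 with the lowest log2 fold change among the genes called whose treated libraries both lay beyond both 0 h libraries. Genes of the last kind that are listed at 0 in a group, most of them pseudogenes, are left out of the text. Any other gene named is marked as chosen after its values were seen.

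The alternatives tried were pseudocounts of 0.1 and 5, no filter on low TPM, a mean TPM of at least 5, quantile normalization, median-ratio scaling, eBayes without a trend, a fit on only the groups compared or only the cell line, the replicate number as a block, an adjusted p under 0.05, no fold-change threshold, and each replicate left out. The list tests were repeated with an estimated correlation. They were also run with fry, which tests a list against no change, while camera tests it against the other genes. Removal of each library's trend with GC content and transcript length (natural splines with 5 degrees of freedom each) and removal of ribosomal protein and mitochondrial genes were added after the data were seen. Figures were drawn with matplotlib (3.10.9) in Python (3.11.15).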

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

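The tests of GC content and transcript length, of copy number and of RBBP4 function before IAA were written before their results were seen, and those of shared reads, of scaling and of GC content and transcript length on the early-2C list, and of a response to IAA, only after.

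A difference between the lines was seen in 2294 genes whose 24 h change differed between RBBP4 and RBBP7 degradation in an interaction test. With each library's trend with GC content and transcript length removed, 78.3% of the number of median-ratio calls were left (1559 against 1992), which argues against that trend as the whole cause. The change of all genes between the lines had rho 0.39 with GC content, so part of the calls may follow it. The share of genes with the more positive change after RBBP4 degradation was 42.9% with the TPM as deposited and 62.7% with median-ratio scaling, so no direction is drawn from the split. With these libraries, a different role of the proteins and a different state of the lines at 0 h both stay open, since each protein was degraded in only 1 line. The paper also depleted both genes with shRNA in MERVL-tdTomato reporter mESCs. There it reports that MERVL, Zscan4 and Dub1 rose after loss of Rbbp4 and not of Rbbp7, which does not cover the other genes called here.

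The early-2C list also differed between the lines, with a median difference of 3.51 on the log2 scale between the 24 h changes. Its genes were selected for a rise after RBBP4 depletion, which favours a positive difference, so this value is not independent evidence. The median of the list 24 h after RBBP4 degradation was 3.37 with the trend with GC content and transcript length removed and 3.37 with median-ratio scaling, which argues against both as its cause. The 24 genes of the list outside the Zscan4 and Usp17l families had a median of 2.47 24 h after RBBP4 degradation. This value decides nothing about reads shared between near-identical copies, because the 24 genes include Dux and members of other repeated families. The 7 genes with at least 90% of their 31-mers in no annotated transcript of another gene had a median of 1.51, from 1.11 for Stox1 to 3.25 for Sp5, and all 7 were called higher, which argues against shared reads as the cause of their rise. One of them, Spz1, was listed at 0 at 0 h. For the other 28 genes, with a median of 4.55, a change of each gene and reads assigned to it from a changed copy cannot be told apart, since TPM per gene do not show which reads are shared. The degradation of RBBP4 itself stays open. A higher level of these genes in the Rbbp4-AID line before IAA stays open as a contribution. At 0 h the list had a median log2 difference of 0.17 from the Rbbp7-AID line, with 25 of 35 genes above 0, which passed with fry and not with camera. The median was 0.060 with the Zscan4 and Usp17l families counted as 1 gene each and 0.062 with the trend with GC content and transcript length removed. The 6 Zscan4 members, whose single values are uncertain, had a median of 0.79. With p adjusted over all genes tested, none of the 35 genes was called higher and 1 was called lower (Sp5, -1.43), while 11 had an unadjusted p under 0.05. With p adjusted over the list alone, 1 was called higher (Zscan4f, with a log2 difference of 1.05) and 1 lower. Zscan4c had 0.89 (adjusted p = 0.00420), under the fold-change threshold, and was called with a pseudocount of 0.1 (1.47, adjusted p = 0.00251). If RBBP4 function were partly lost in the tagged line without IAA, the 213 genes outside the list that rose between 12 h and 24 h would be higher at 0 h too. Their median lay 0.00613 above that of all genes, which decides nothing, since 110 of them were above the median of all genes and 103 below, and 181 had a mean under 1 TPM over the 0 h libraries of both lines, where log2(TPM + 1) leaves little room for a difference. The other 32, split off after the values were seen, had a relative median of 0.13. Rbbp4 mRNA was lower in the Rbbp4-AID line at 0 h (log2 difference -0.92, adjusted p = 1.28e-05). Rbbp7 mRNA was likewise lower in the Rbbp7-AID line (Rbbp4-AID against Rbbp7-AID 0.64, adjusted p = 1.59e-04 from limma), so a lower level in the tagged line was not particular to Rbbp4. A partial loss of RBBP4 function before IAA and other differences between the lines cannot be told apart, since each tag is in only 1 line and most of the late genes are near 0 TPM.

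In a comparison of the lines at 0 h, before any IAA, which the text of the paper does not describe, 379 genes were called (241 higher and 138 lower in the Rbbp4-AID line). Egr1, at 18.3 ± 0.70 TPM in the Rbbp4-AID line and 0.165 ± 0.049 in the Rbbp7-AID line (SD, n = 2 each), was one of them. With the trend with GC content and transcript length removed, 85.7% of the number of median-ratio calls were left, which argues against that trend. A difference in the copy number of whole chromosomes would move the median of a chromosome by more than 0.3, and the chromosome farthest from all genes, chromosome 1, had a relative median of 0.223, with 33 of the 379 calls on it (8.71%, against 5.67% of the genes tested). This argues against copy number of whole chromosomes as the main source. Within chromosome 1, the genes of its second part by position had a relative median of 0.32 and those of its first part 0.10, so a difference in part of the chromosome stays open. Differences between clones, or between cultures collected at another time, may explain the calls and cannot be told from the lines with these libraries.

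The higher relative median of chromosome 1 was examined on its own. Had the lines differed in copy number in part of the cells, the relative median would stay over 0.1 at each later time point. It was 0.0748 at 4 h, 0.18 at 12 h and 0.11 at 24 h, and after removal of the trend with GC content and transcript length it was 0.13, 0.16 and 0.15, with 0.151 at 0 h. The trend alone thus does not account for the value at 0 h. Without that removal, the highest relative median among chromosomes other than 1 and X was 0.134 at 4 h, 0.0949 at 12 h and 0.136 at 24 h. With it, chromosome X was at 0.155 at 4 h. A value over 0.1 at 4 h or 24 h therefore does not single out chromosome 1. A difference in copy number in part of the cells and other differences between the lines cannot be told apart, because the value at 4 h passed or failed with the setting, and the choice to compare both was made after the values were seen.

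Cyp1a1, a gene of the list of aryl hydrocarbon receptor targets on which the paper does not report, was called higher in both lines at each time point. Its log2 fold change at 24 h was 2.86 after RBBP4 degradation (standard error 0.14, adjusted p = 2.02e-07 from limma) and 1.80 after RBBP7 degradation (adjusted p = 1.73e-05), from 0.07 TPM on average at 0 h in each line. It was already 2.16 and 1.93 at 4 h. With a pseudocount of 5 the log2 fold changes were 0.79 and 0.67 at 4 h and 1.21 and 0.61 at 24 h, of which only 1.21 was over the threshold. The changes at 24 h differed by 1.06 between the lines (adjusted p = 0.00139). A candidate explanation is a response to IAA itself. The list of these targets was tested for it, and the larger of its adjusted camera p at 24 h in the 2 lines was 0.332. The list has only 5 genes tested, of which 4 were above 0 after RBBP4 and 5 after RBBP7 degradation, and it passed with fry in both (adjusted p = 2.48e-06 and 2.37e-04). A response to IAA and a change common to the loss of either protein cannot be told apart, since no library of IAA-treated cells without a degron tag was used here.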

How the results depend on the processing

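The alternatives were set before the data were examined, except the removal of the trend with GC content and transcript length and the removal of ribosomal protein and mitochondrial genes, which were chosen after seeing the data. Unless a value or the construction of an alternative shows it, the cause was not tested. Depth is unknown, which limits what a listed 0 or a low TPM can show.

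A pseudocount of 0.1 in place of 1 gave 1878 genes called 4 h after RBBP4 degradation, 190 and 777 genes 12 h and 24 h after RBBP7 degradation, and 625 between the lines at 0 h. A pseudocount of 5, which shrinks the fold change of every gene, gave 422, 214 and 434 genes at 4, 12 and 24 h after RBBP4 degradation, 9, 29 and 152 after RBBP7 degradation, 1019 whose 24 h change differed between the lines, 898 and 114 between successive time points, and 115 between the lines at 0 h. Testing the 9413 genes with a mean TPM of at least 5 gave 341 and 489 genes 12 h and 24 h after RBBP4 degradation, 1474 for the difference between the lines, 119 between 12 h and 24 h, and 227 at 0 h, with fewer genes tested. With no fold-change threshold the numbers were 5183, 2779 and 4174 after RBBP4 degradation, 71, 1194 and 3273 after RBBP7 degradation, 4522 for the difference, 7104 and 1963 between successive time points, and 1931 at 0 h. An adjusted p under 0.05 gave 45 genes 4 h after RBBP7 degradation.

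Quantile normalization gave 653 and 468 genes 4 h and 12 h after RBBP4 degradation, 52 and 264 genes 12 h and 24 h after RBBP7 degradation, and 1038 between 4 h and 12 h. Median-ratio scaling gave 787 genes 4 h after RBBP4 degradation, 315 genes 24 h after RBBP7 degradation and 1346 between 4 h and 12 h. Removal of the trend with GC content and transcript length gave 504 and 522 genes 4 h and 12 h after RBBP4 degradation, 56 and 192 genes 12 h and 24 h after RBBP7 degradation, and 859 between 4 h and 12 h. The share of calls that were higher moved by over 10 percentage points in these cases. At 4 h after RBBP4 degradation it was 11.9% as deposited, 61.1% with median-ratio scaling, 51.0% with quantile normalization and 40.9% with the trend removed. At 12 h it went from 95.0% to 76.9% with quantile normalization and 80.7% with the trend removed, and at 24 h from 86.7% to 70.5% and 75.4%. After RBBP7 degradation it went from 20% to 5.88% at 4 h with the trend removed, and with median-ratio scaling, quantile normalization and the trend removed from 69.8% to 35.3%, 30.8% and 35.7% at 12 h and from 82.8% to 60.6%, 54.5% and 60.4% at 24 h. For the difference between the lines it went from 42.9% to 62.7% with median-ratio scaling and 53.9% with the trend removed, between 4 h and 12 h from 95.4% to 49.3%, 55.2% and 61.5%, and between 12 h and 24 h from 70.7% to 88.6% with median-ratio scaling and 84.2% with the trend removed. Outside these scalings the majority changed direction between 12 h and 24 h with a pseudocount of 0.1 (47.0%), a mean TPM of at least 5 (39.5%) and no fold-change threshold (19.4%), at 12 h after RBBP7 degradation with a pseudocount of 5 (44.8%), and at 4 h after RBBP7 degradation with no fold-change threshold (54.9%).

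A fit on only the groups compared, with 4 libraries, gave 720 genes 4 h after RBBP4 degradation. It gave 0 genes at 12 h and 24 h after RBBP4 degradation, at 4, 12 and 24 h after RBBP7 degradation, between 12 h and 24 h and between the lines at 0 h, with 5806, 6150, 2609, 4627, 6838, 4500 and 5497 genes at an unadjusted p under 0.05 and lowest adjusted p from 0.0107 to 0.184. Fewer libraries enter these fits. A fit on only the cell line gave 5 and 42 genes 4 h and 12 h after RBBP7 degradation and 203 between 12 h and 24 h.

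The replicate numbers do not pair the samples, since the deviations of same-numbered libraries from their group means had correlations between -0.020 and 0.088 across pairs of groups. With the replicate block the numbers of calls were 1214, 791 and 1265 after RBBP4 degradation, 11, 83 and 462 after RBBP7 degradation, 2205 for the difference, 2606 and 315 between successive time points, and 328 at 0 h, each within 1.5 times the number without it.

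For the early-2C list, the direction and the side of the threshold held at 12 h and 24 h after RBBP4 degradation and for the difference between the lines under each alternative with a test. At 4 h after RBBP4 degradation the median was -0.022 with no filter (adjusted p = 0.0983), -0.065 with quantile normalization (adjusted p = 0.617) and -0.023 with fry (adjusted p = 0.127), which no longer passed, and its sign reversed to 0.080 with median-ratio scaling (adjusted p = 0.301) and to 0.37 with the trend with GC content and transcript length removed (adjusted p = 4.84e-05). At 4 h after RBBP7 degradation the sign reversed to -0.084 with quantile normalization, -0.012 with median-ratio scaling, -0.12 with the trend removed and -8.49e-05 without ribosomal protein and mitochondrial genes, and at 12 h to -0.0022 with median-ratio scaling and -0.14 with the trend removed. No median of these passed, and adjusted p lay between 0.0842 and 0.835. The test passed with fry at 12 h after RBBP7 degradation (median 0.014 against 0.11 for all genes, adjusted p = 0.0129), with the trend removed at 24 h (-0.31, adjusted p = 0.00775), and with fry between the lines at 0 h (0.17, unadjusted, since 1 comparison was made). The fry test is against no change and not against the other genes. Removal of the trend also shifts genes near 0 TPM, as most of the list were at 0 h, so the medians of 0.37 and -0.31 cannot by themselves show a change of these genes. Of the other lists in the 6 comparisons, 48 passed with fry and 6 with an estimated correlation, against 23 with camera.

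The odds ratio of genes higher in both lines, 0.88, reversed to 1.70 with a pseudocount of 0.1 (Fisher exact p = 1.69e-05) and, without passing, to 1.48 with a pseudocount of 5, 1.54 with no filter, 1.25 with a mean TPM of at least 5, 1.59 with quantile normalization, 1.33 with median-ratio scaling, 1.52 with the trend removed, 1.18 without ribosomal protein and mitochondrial genes and 1.303 with a background of genes with a mean TPM of at least 5. With no fold-change threshold it was 0.78 (Fisher exact p = 5.55e-05). For genes higher after RBBP4 and lower after RBBP7 degradation it passed with no filter (3.27), a mean TPM of at least 5 (4.71), quantile normalization (1.94) and a background of genes with a mean TPM of at least 5 (4.96), and reversed to 0.89 with the trend removed. For genes lower after RBBP4 and higher after RBBP7 degradation it passed with a pseudocount of 0.1 (1.96), quantile normalization (4.01) and no fold-change threshold (3.45), and reversed to 0 with a pseudocount of 5 (0 genes shared, 0.475 by chance), 0.88 with a fit on only the cell line and 0.82 without ribosomal protein and mitochondrial genes. For genes lower in both lines it stayed above 1 with a Fisher exact p of 4.63e-14 or lower in each alternative that gave calls. A fit on only the groups compared left no calls to overlap.

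Pearson's r between the 24 h changes of the lines moved from -0.075 to -0.049 and -0.096 with pseudocounts of 0.1 and 5, -0.061 with no filter, -0.065 with a mean TPM of at least 5, -0.067 with quantile normalization, -0.036 with median-ratio scaling, -0.027 with the trend removed and -0.066 without ribosomal protein and mitochondrial genes. Spearman's rho moved from -0.14 to -0.093 and -0.18 with the pseudocounts, -0.11 with no filter, -0.16 with a mean TPM of at least 5, -0.089 with median-ratio scaling and -0.046 with the trend removed. The lowest r within a group moved from 0.965 to 0.838 for TPM without a log and 0.979 with no filter.

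Each replicate was left out in turn, which leaves 1 library in an arm, and only fold changes and correlations are given. The number of genes with an absolute log2 fold change over 1, which was 288 at 4 h after RBBP7 degradation, went from 362 to 578, with 578 without Rbbp7-AID 4 h replicate 2 and 480 without Rbbp7-AID 0 h replicate 1. The median of the early-2C list went from -0.027 to 0.0023 at 4 h, from 1.24 to 1.48 at 12 h and from 3.28 to 3.65 at 24 h after RBBP4 degradation, from -0.019 to 0.048 at 4 h, from 0.038 to 0.054 at 12 h and from -0.026 to 0.019 at 24 h after RBBP7 degradation, from 3.34 to 3.62 for the difference between the lines and from 0.11 to 0.22 between the lines at 0 h, the lowest of these without Rbbp7-AID 0 h replicate 1. The sign of this median changed at 4 h after RBBP4 degradation without Rbbp4-AID 0 h replicate 2 (0.0023), at 4 h after RBBP7 degradation without Rbbp7-AID 0 h replicate 1 (-0.019) or 4 h replicate 1 (-0.0064), and at 24 h after RBBP7 degradation without Rbbp7-AID 24 h replicate 2 (0.019). Pearson's r went from -0.078 to -0.062 and Spearman's rho from -0.15 to -0.11.

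Among single genes, Usp17la 24 h after RBBP7 degradation reversed to 0.0045 with quantile normalization. Other results for single genes changed in 30 cases: 29 weaker and 1 stronger. Those for single lists changed in 52 cases: 22 weaker and 30 stronger. For lists, these labels record only whether a test passed and not its direction. Some lists passed with fry in the direction opposite to that of camera, which they did not pass. One was p53 targets 4 h after RBBP4 degradation, lower with fry (adjusted p = 3.00e-04) and higher with camera (adjusted p = 0.846).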

Differences from the paper's values

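The paper's values for genes are the log2 fold changes of Supplementary Table S4, which come from counts, while those given here are differences of log2(TPM + 1) 24 h after RBBP4 degradation, which are smaller where TPM are low. Of the 35 genes compared, 31 differed by more than the replicate SD of the difference. For 14 of them, a pseudocount of 0.1 in place of 1 brought the value to within the replicate SD at that pseudocount, which is wider for genes with low TPM, and for 12 of the 14 also to within the SD at a pseudocount of 1. The other 2 were Usp17ld, with an SD of 0.99 at a pseudocount of 0.1 and 0.22 at 1, and Gm2022, with 3.08 and 1.11. Zscan4c had 5.48 here, 5.95 with a pseudocount of 0.1, and 6.02 in the paper, Zscan4f had 6.05 here, 6.41 with a pseudocount of 0.1, and 6.30 in the paper, Zscan4d had 5.63 here, 6.37 with a pseudocount of 0.1, and 6.43 in the paper, Gm5662 had 4.88 here, 5.34 with a pseudocount of 0.1, and 5.37 in the paper and Zscan4e had 5.17 here, 5.73 with a pseudocount of 0.1, and 5.82 in the paper. Zscan4a had 5.12 here, 6.23 with a pseudocount of 0.1, and 6.29 in the paper, Usp17lb had 5.85 here, 7.40 with a pseudocount of 0.1, and 7.55 in the paper, Gm4971 had 4.59 here, 5.44 with a pseudocount of 0.1, and 5.23 in the paper, Usp17lc had 3.75 here, 5.56 with a pseudocount of 0.1, and 5.63 in the paper and Gm13119 had 3.46 here, 4.88 with a pseudocount of 0.1, and 5.15 in the paper. Usp17ld had 3.17 here, 5.76 with a pseudocount of 0.1, and 5.54 in the paper, BB287469 had 2.39 here, 4.62 with a pseudocount of 0.1, and 4.67 in the paper, Dusp5 had 1.44 here, 1.96 with a pseudocount of 0.1, and 1.89 in the paper and Gm2022 had 3.31 here, 5.16 with a pseudocount of 0.1, and 6.43 in the paper. Quantile normalization brought Zscan4f to 6.10, within the SD of 0.22 with that normalization and not within that of 0.19 with the TPM as deposited. None of the other alternatives set before the data were examined closed these gaps. Removal of ribosomal protein and mitochondrial genes, chosen after seeing the values, closed those of Zscan4f and Gm4971, with 6.18 and 4.84.

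For the other 17 genes none of the alternatives set before the data were examined closed the gap to within the replicate SD, although a pseudocount of 0.1 made it smaller for each of them. Over the 35 genes the median difference from the paper's value was -1.64 with a pseudocount of 1 and -0.15 with 0.1. Of the 17, Spz1 and Gm4312 were listed at 0 TPM in both Rbbp4-AID 0 h libraries, so that their values here are set by the pseudocount and are no folds to compare with the paper's. Of the 35 genes compared, 20 were under 1 TPM in both of these libraries. Usp17le had 5.52 here, 6.83 with a pseudocount of 0.1, and 7.16 in the paper, Sp5 had 3.25 here, 3.51 with a pseudocount of 0.1, and 3.57 in the paper, Usp17la had 5.12 here, 6.87 with a pseudocount of 0.1, and 7.36 in the paper, Zscan4b had 4.66 here, 5.64 with a pseudocount of 0.1, and 6.15 in the paper, Gm4027 had 5.19 here, 5.77 with a pseudocount of 0.1, and 6.39 in the paper and Gm12794 had 4.50 here, 6.60 with a pseudocount of 0.1, and 7.54 in the paper. Pramef25 had 3.19 here, 4.98 with a pseudocount of 0.1, and 4.82 in the paper, Zfp352 had 1.87 here, 3.82 with a pseudocount of 0.1, and 4.43 in the paper, Gm4302 had 3.34 here, 5.41 with a pseudocount of 0.1, and 7.72 in the paper, Stox1 had 1.11 here, 1.94 with a pseudocount of 0.1, and 2.53 in the paper, BC080695 had 2.45 here, 5.22 with a pseudocount of 0.1, and 6.86 in the paper and Dux had 1.62 here, 3.87 with a pseudocount of 0.1, and 5.35 in the paper. Guca1a had 2.44 here, 3.52 with a pseudocount of 0.1, and 4.66 in the paper, Gm21293 had 5.16 here, 5.76 with a pseudocount of 0.1, and 7.20 in the paper, Spz1 had 1.20 here, 3.80 with a pseudocount of 0.1, and 7.15 in the paper, Gm4312 had 2.50 here, 5.57 with a pseudocount of 0.1, and 6.48 in the paper and Gm13078 had 1.09 here, 3.38 with a pseudocount of 0.1, and 5.79 in the paper. Of the 36 genes of the table, Gm6763 was not tested.

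The paper's numbers of differentially expressed genes are from Supplementary Figure S1M and were read by eye. At 4 h after RBBP4 degradation, 145 genes were called higher here and about 630 in Supplementary Figure S1M, with 481 for median-ratio scaling and 776 for no fold-change threshold within 1.5 times the paper's, and 1078 genes were called lower against about 370 in Supplementary Figure S1M, with 372 for a pseudocount of 5, 320 for quantile normalization and 306 for median-ratio scaling within 1.5 times. At 12 h, 41 genes were called lower against about 110 in Supplementary Figure S1M, with 108 for quantile normalization and 74 for median-ratio scaling within 1.5 times. At 4 h after RBBP7 degradation, 3 genes were called higher against about 30 and 12 lower against about 40 in Supplementary Figure S1M, with 39 and 32 for no fold-change threshold within 1.5 times. At 12 h after RBBP7 degradation, 67 genes were called higher against about 120 in Supplementary Figure S1M, with 146 for a pseudocount of 0.1 and 89 for an adjusted p under 0.05 within 1.5 times. Genes called lower numbered 29 at 12 h against about 90 and 82 at 24 h against about 200 in Supplementary Figure S1M, and none of the alternatives set before the data were examined closed these gaps. The other alternatives set before the data were examined closed none of the gaps above. Removal of the trend with GC content and transcript length, chosen after seeing the values, gave 298 genes lower at 4 h and 101 at 12 h after RBBP4 degradation, within 1.5 times the paper's.

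In Supplementary Figure S1N, about 52 genes were higher after both degradations, against 26 here, and none of the alternatives set before the data were examined closed the gap. Removal of ribosomal protein and mitochondrial genes, chosen after seeing the values, gave 41. About 8 genes were lower after RBBP4 and higher after RBBP7 degradation in Supplementary Figure S1N, against 5 here, with 6 for a mean TPM of at least 5, 12 for quantile normalization and 10 for an adjusted p under 0.05 within 1.5 times. The first principal component held 33.9% of the variance here and about 53% in Supplementary Figure S1L, with 66.0% for TPM without a log within 1.5 times, and the other alternatives did not close this gap.

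The paper states that the number of differentially expressed genes rose with the duration of IAA treatment. After RBBP4 degradation it was 1223, 814 and 1284 here at 4, 12 and 24 h, with the number called higher rising at each step (145, 773 and 1113). With the trend with GC content and transcript length removed, an alternative chosen after seeing the values, the total was 504, 522 and 1176. The paper states that many genes were up-regulated after RBBP4 degradation. At 4 h, 145 genes were called higher and 1078 lower with the TPM as deposited, 481 and 306 with median-ratio scaling, and 333 and 320 with quantile normalization, so the direction at 4 h depends on the scaling. At 12 h 773 were called higher and 41 lower, and at 24 h 1113 and 171.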

Other observations

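The tests of scaling and of a response to IAA were chosen only after the result was seen, and so was that of GC content and transcript length on the genes lower in both lines.

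More genes were called lower than higher 4 h after RBBP4 degradation (11.9% of the calls were higher). With median-ratio scaling 61.1% of the calls were higher, so the direction of the split depends on the scaling. That scaling moves all genes of a library alike, and it moved the median log2 fold change of all genes from -0.21 to 0.028. The changed split largely follows from this, so it cannot decide whether a difference in scaling is the cause. Of the 787 genes called with that scaling, 451 were also called with the TPM as deposited. Removal of ribosomal protein and mitochondrial genes, which took 27.2% and 5.41% of the TPM at 4 h against 20.1% and 8.41% at 0 h, left 18.3% of the calls higher, which argues against these genes as the cause. After removal of the trend with GC content and transcript length, the number of calls was 64.0% of that with median-ratio scaling, which argues against the trend as the only cause of the calls, although rho with GC content was 0.38 over all genes. A response to IAA shared by the lines would give the Rbbp7-AID line a comparable number of calls at 4 h, and its number was 1.23% of that in the Rbbp4-AID line.

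The 478 genes called 24 h after RBBP7 degradation came with a rho of -0.44 between the log2 fold change and GC content. With the trend removed, 192 genes were called, 61.0% of the 315 with median-ratio scaling, so the trend may account for part of the calls and not for all of them.

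Genes called lower in both lines at 24 h numbered 25, against 0.928 by chance, and the odds ratio was 31.0 with the trend with GC content and transcript length removed, which argues against that trend. For genes called higher in both lines the odds ratio was 1.52 after that removal (Fisher exact p = 0.229), and no excess over chance was seen with the TPM as deposited and a pseudocount of 1 (26 shared, against 29.2 by chance). With a pseudocount of 0.1, 91 were shared against 58.3 by chance (odds ratio 1.70, Fisher exact p = 1.69e-05). Etv4, Dusp6 and Myc, chosen after their values were seen, were among the 25 genes, with log2 fold changes of -1.70, -1.69 and -1.37 after RBBP4 degradation and -1.67, -1.80 and -1.22 after RBBP7 degradation. Spry4 was also among them, and was already lower at 4 h in both lines, with log2 fold changes of -2.77 and -2.70. Utf1, another of the 25, had log2 fold changes of -2.21 and -2.34 at 24 h. A response to IAA common to the lines (see the adjusted p of 0.332 for aryl hydrocarbon receptor targets), a function shared by RBBP4 and RBBP7, and a difference in culture between 0 h and later samples cannot be told apart, since no library of IAA-treated cells without a degron tag was used here.

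Of the 12 other lists in 6 comparisons, 23 list comparisons had an adjusted camera p under 0.05, 48 passed with fry and 6 with an estimated correlation. Only the 6 passed in all 3 tests, and these were ribosomal proteins at 4 h and 12 h after RBBP4 degradation (median log2 fold change 0.35 and -0.20) and at 12 h and 24 h after RBBP7 degradation (-0.16 and -0.24), and p53 targets at 12 h and 24 h after RBBP4 degradation (0.66 and 0.75, with 18 and 16 of 20 genes above 0). At 24 h after RBBP7 degradation the p53 targets had a median of 0.15 (adjusted p = 0.455), and the difference between the lines was not tested for this list. The Cdkn1a gene is both in this list and in Table S4. The other medians are given for 24 h after RBBP4 and after RBBP7 degradation, with the adjusted camera p. They were -0.31 (adjusted p = 3.34e-04) and 0.22 (adjusted p = 0.617) for 20 pluripotency genes, -0.14 (adjusted p = 0.797) and -0.0035 (adjusted p = 0.153) for 9 trophoblast genes, 0.78 (adjusted p = 0.0116) and 0.20 (adjusted p = 0.853) for 5 primitive endoderm genes, and 1.55 (adjusted p = 0.0745) and 0.33 (adjusted p = 0.332) for 5 aryl hydrocarbon receptor targets. For 7 interferon response genes they were 0.49 (adjusted p = 0.217) and 0.20 (adjusted p = 0.771), for 13 germline genes 0.36 (adjusted p = 0.0231) and 0.12 (adjusted p = 0.846), for 15 chromatin partners -0.27 (adjusted p = 0.0451) and 0.15 (adjusted p = 0.257), and for 12 Hox genes 0.22 (adjusted p = 0.217) and 0.54 (adjusted p = 0.0820). For 53 replication-dependent histone genes they were 0.16 (adjusted p = 0.697) and -0.21 (adjusted p = 0.00467), for 13 mitochondrial mRNAs 0.58 (adjusted p = 0.00191) and 0.47 (adjusted p = 0.0774), and for 85 ribosomal protein genes -0.066 (adjusted p = 0.103) and -0.24 (adjusted p = 1.75e-14). The paper made these libraries from poly(A)-selected RNA. The histone values therefore cover only transcripts that this selection captured, and no change of total histone mRNA is drawn from them. With median-ratio scaling the medians of chromatin partners and germline genes after RBBP7 degradation changed sign, to -0.030 and -0.012. Quantile normalization changed the sign of Hox genes and histone genes after RBBP4 degradation, to -0.096 and -0.0011, and of germline genes after RBBP7 degradation, to -0.043. Among single pluripotency genes, Pou5f1 had a log2 fold change of -0.64 after RBBP4 and -0.45 after RBBP7 degradation at 24 h, and Nanog -0.15 and 0.72.

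Some listed zeros stand beside a replicate with a high TPM. mt-Atp8 was listed at 0 in replicate 2 of Rbbp7-AID at 12 h and at 26785 TPM in replicate 1, and at 11291 TPM or more in each other library. Genes listed at 0 in one replicate and at 50 TPM or more in the other numbered 15, 6, 8 and 12 in Rbbp4-AID at 0, 4, 12 and 24 h, and 7, 1, 6 and 4 in Rbbp7-AID. Of the 1284 genes called 24 h after RBBP4 degradation, 129 were listed at 0 in both replicates at 0 h.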
